# The Relationship between Gene Network Structure and Expression Variation among Individuals and Species

**DOI:** 10.1371/journal.pgen.1005398

**Published:** 2015-08-28

**Authors:** Karen E. Sears, Jennifer A. Maier, Marcelo Rivas-Astroza, Rachel Poe, Sheng Zhong, Kari Kosog, Jonathan D. Marcot, Richard R. Behringer, Chris J. Cretekos, John J. Rasweiler, Zoi Rapti

## Abstract

Variation among individuals is a prerequisite of evolution by natural selection. As such, identifying the origins of variation is a fundamental goal of biology. We investigated the link between gene interactions and variation in gene expression among individuals and species using the mammalian limb as a model system. We first built interaction networks for key genes regulating early (outgrowth; E9.5–11) and late (expansion and elongation; E11-13) limb development in mouse. This resulted in an Early (ESN) and Late (LSN) Stage Network. Computational perturbations of these networks suggest that the ESN is more robust. We then quantified levels of the same key genes among mouse individuals and found that they vary less at earlier limb stages and that variation in gene expression is heritable. Finally, we quantified variation in gene expression levels among four mammals with divergent limbs (bat, opossum, mouse and pig) and found that levels vary less among species at earlier limb stages. We also found that variation in gene expression levels among individuals and species are correlated for earlier and later limb development. In conclusion, results are consistent with the robustness of the ESN buffering among-individual variation in gene expression levels early in mammalian limb development, and constraining the evolution of early limb development among mammalian species.

## Author Summary

The variation generating mechanisms of development interact with the variation sorting mechanism of natural selection to produce organismal diversity. While the impacts of natural selection on existing variation have received much study, those of development on the generation of this variation remain less understood. This fundamental gap in our knowledge restricts our understanding of the key processes shaping evolution. In this study, we combine mathematical modeling, and population-level and cross-species assays of gene expression to investigate the relationship between the structure of the gene interactions regulating limb development and variation in the expression of limb genes among individuals and species. Results suggest that the way in which genes interact (i.e., development) biases the distribution of variation in gene expression among individuals, and that this in turn biases the distribution of variation among species.

## Introduction

Phenotypic variation within populations is a prerequisite of evolution by natural selection, and in theory has the potential to bias the trajectory and rate of evolutionary change [1–6]. As such, identifying the processes that shape phenotypic variation has long been a fundamental pursuit of evolutionary biologists. Historically, evolutionary biologists have tended to focus on the sorting of population-level variation by selective processes, rather than on the production of that variation by developmental processes [7]. As a result, the effect of developmental processes on the distribution and magnitude of phenotypic variation among individuals and species remains unclear for most systems. In this study we use the mammalian limb as a study system to investigate two questions that address the relationship between developmental processes and phenotypic variation at the level of gene expression dynamics: (1) Does the structure of the gene network affect the distribution of variation in gene expression among individuals?, and (2) Is the distribution of variation in gene expression among individuals correlated with the evolutionary divergence in gene expression among species?

The mammalian limb is an ideal system for examining these questions because its development is well characterized, its morphology diverse, and since its form is central to many mammalian behaviors, its morphology is certainly under selection [8–12]. Many of the critical gene interactions that regulate limb outgrowth and patterning in mouse, the traditional mammal model, have been identified [9,10,13]. Initial budding of the limb from the body and limb outgrowth (embryonic day [E] 9.5 –E11) are regulated by interactions between several genes, including *Bmp4*, *Gli3*, *Grem1*, *Shh*, AER-*Fgf*’s (e.g., *Fgf4*, *Fgf8*), *Fgf10*, and *Hox* genes (Fig 1A). Knockouts of these genes result in pathological phenotypes ranging from severe (e.g., complete limb agenesis; AER-*Fgf*’s, *Fgf10*) to moderate (e.g., limb truncations; *Bmp4*) to mild (e.g., malformed digits; *Shh*, *Gli3*, *Grem1*) [13–18]. Most of these genes (e.g., *Bmp4*, *Gli3*, *Grem1*, *Shh*, AER-*Fgf*’s, and *Hox* genes) are also involved in later limb outgrowth and patterning (E11 –E13), but some of their interactions differ (e.g., *Hox* genes and *Gli3*, *Shh*, AER-*Fgf*’s; Fig 1B). As a result, the structure of the gene regulatory network differs for earlier (E9.5 –E11) and later (E11 –E13) limb development. This structural difference provides two opportunities to investigate the relationship between network structure and gene expression variation among individuals.

**Fig 1:**
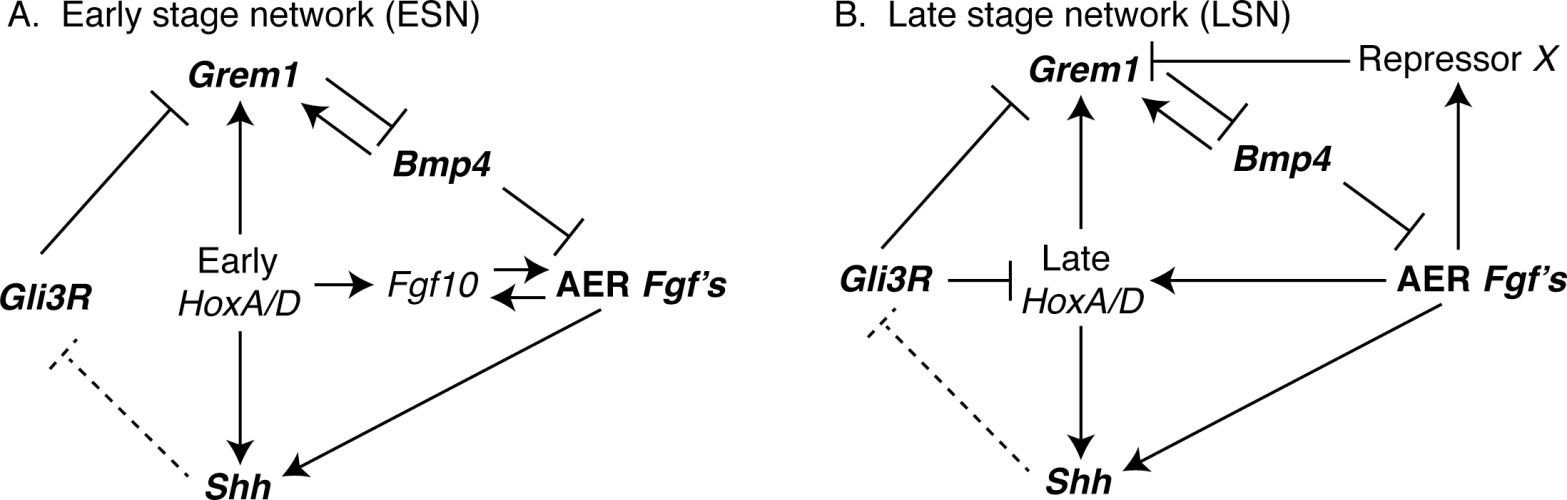
Interactions among genes in the (A) Early (ESN) and (B) Late (LSN) stage networks that were computationally modeled in this study are shown. Networks were based on Bénazet et al. (2009) and Sheth et al. (2013). Note that some aspects of the ESN and LSN differ.

This structural difference also provides an opportunity to contrast earlier and later limb development. Research suggests that the main segments of the limb (e.g., stylopod, zeugopod, and autopod) are specified by or during the time of initial limb outgrowth [19,20]. As a result, disruption of early limb development could have potentially catastrophic effects on limb formation that are not likely to be selectively advantageous (e.g., limb agenesis). In contrast, disruptions of later limb development are less likely to have as severe an impact on the overall limb structure. While later disruptions might impact the relative size of limb segments, they are less likely to result in no limb at all. Following this logic, we might hypothesize that genes regulating early limb development generally exhibit less variation in expression among individuals than those regulating later limb development [21–33]. Additionally, it is possible that select early limb genes might vary at a level equal to or greater than that of individual later genes, but that this variation is dampened at the system level by the interactions among genes that characterize the gene network (i.e., developmental buffering) [34–37]. As population-level variation provides the raw material upon which natural selection acts, we can further hypothesize that the genes regulating early limb development also exhibit less variation in expression among species [38]. Support for these hypotheses would reinforce the importance of network structure (i.e., development) in shaping variation in mammalian limbs among individuals and over evolutionary time, while failure to support these hypotheses would suggest that network structure does not play a critical role in the generation of limb variation.

To test these hypotheses, we computationally modeled the gene networks regulating mouse limb development, and determined the sensitivity of network genes to system perturbation and the ability of network genes to perturb the system when altered. We also assessed the sensitivity of the system as a whole to perturbations in gene interactions and expression. We experimentally quantified naturally occurring variation in the expression of several network genes within a population of mouse individuals. To compare variation among species, we used transcriptomic data (RNASeq) from four mammals with divergent limb morphologies (bat, opossum, pig and mouse). We then assessed the relationship between gene and network sensitivity and gene expression variation among mouse individuals and among mammalian species. Our results suggest that the gene network that regulates early limb development is more robust than that regulating later limb development, and that this robustness buffers variation in early limb gene expression among individuals, and constrains the evolution of early limb development among species.

## Results

### Model construction (computational)

We assembled early (ESN) and late (LSN) stage networks for key genes regulating limb development from previously published experimental studies [9,13] (Fig 1). The ESN regulates initial limb outgrowth and the initiation of the epithelial-mesenchymal interactions that are critical to continued limb development. These events occur from embryonic days (E) 9.5 to E11 in mouse. The LSN, in contrast, regulates the limb’s differentiation along its anterior-posterior (i.e., thumb to pinky) axis and elongation along its proximal-distal (shoulder to fingertips) axis from E11 to E13 in mouse. To describe the temporal behavior of the activity (i.e., expression) levels of genes in these networks we built mathematical models (see S1 Methods).

### Model simulations (computational)

After building the models, we ran a series of simulations in which we computationally interrupted interactions between genes and compared the resulting expression levels with those of the unaltered, default model (Table 1).

**Table 1:** Effects of removals of gene-to-gene interactions in simulations on gene expression level. Asterisks indicate values that differ more than 10% from values generated by the unaltered model. The total number of values that differ more than 10% are shown in the last column and row. In total, 14 of 77 (18%) possible expression levels are affected by alterations in the ESN, while 52 of 84 (62%) possible expression levels are affected by alterations in the LSN.

**ESN**	Aer-*Fgf*'s	*Bmp4*	*Fgf10*	*Gli3R*	*Grem1*	*HoxA/D*	*Shh*	Rep *X*	SUM
Unaltered model	1.979	0.011	1.976	0.013	1.988	1.798	1.973	N/A	
Aer-Fgf’s to Fgf10	1.926	0.011	0.989*	0.013	1.988	1.798	1.972	N/A	1
Aer-Fgf’s to Shh	1.979	0.012	1.976	0.068*	1.981	1.798	0.990*	N/A	2
Bmp4 to Aer-Fgf’s	0.989*	0.011	1.921	0.014	1.988	1.798	1.897	N/A	1
Bmp4 to Grem1	1.975	0.013	1.975	0.013	1.977	1.798	1.972	N/A	0
Fgf10 to Aer-Fgf’s	0.990*	0.012	1.908	0.016	1.986	1.798	1.882	N/A	1
Gli3R to Grem1	1.976	0.058*	1.976	0.013	1.006*	1.798	1.973	N/A	2
Grem1 to Bmp4	1.982	0.003*	1.976	0.013	1.985	1.798	1.973	N/A	1
Hox A/D to Grem1	1.972	0.058*	1.975	0.013	1.016*	1.798	1.972	N/A	2
Hox A/D to Shh	1.979	0.012	1.976	0.074*	1.969	1.798	0.983*	N/A	2
HoxA/D to Fgf10	1.923	0.011	0.988*	0.013	1.988	1.798	1.971	N/A	1
Shh to Gli3R	1.979	0.011	1.976	0.003*	1.991	1.798	1.973	N/A	1
SUM	2	3	2	3	2	0	2	N/A	14/77
**LSN**									
Unaltered model	0.791	0.919	N/A	0.010	0.307	1.946	1.767	0.052	
Aer-Fgf’s to Hox A/D	0.599*	1.056*	N/A	0.017*	0.273*	1.000*	1.431*	0.052	6
Aer-Fgf’s to Repressor X	2.000*	0.018*	N/A	0.009	1.910*	1.992	1.925	0.000*	4
Aer-Fgf’s to Shh	0.787	0.922	N/A	0.068*	0.306	1.930	0.957*	0.052	2
Bmp4 to Aer-Fgf’s	0.000*	0.400*	N/A	1.000*	0.635*	0.060*	0.006*	0.000*	7
Bmp4 to Grem1	0.054*	1.989*	N/A	1.000*	0.072*	0.063*	0.001*	0.000*	7
Gli3R to Grem1	0.222*	1.477*	N/A	0.029*	0.208*	1.400*	1.112*	0.049	6
Gli3R to Hox A/D	0.597*	1.063*	N/A	0.017*	0.267*	0.892*	1.397*	0.052	6
Grem1 to Bmp4	2.000*	0.000*	N/A	0.009	0.192*	1.992	1.925	0.054	3
Hox A/D to Grem1	0.430*	1.210*	N/A	0.014*	0.240*	1.776	1.453*	0.052	5
HoxA/D to Shh	0.798	0.916	N/A	0.083*	0.307	1.940	0.813*	0.052	2
Repressor X to Grem1	2.000*	0.018*	N/A	0.009	1.910*	1.992	1.925	0.052	3
Shh to Gli3R	0.721	0.966	N/A	0.000*	0.295	1.932	1.730	0.053	1
SUM	9	9	N/A	9	9	5	8	3	52/84

Within the ESN, removal of the *Hox* to *Grem1* or *Gli3R* to *Grem1* link affects *Grem1* and *Bmp4* expression levels (i.e., alters expression by 10% or more), but does not affect the expression levels of other genes. Removal of the AER-*Fgf*’s to *Shh* or *Hox* to *Shh* links only affects the expression levels of *Gli3R* and *Shh*, removal of the *Fgf10* to AER-*Fgf*’s or *Bmp4* to AER-*Fgf*’s links only affects the expression level of the AER-*Fgf*’s, and removal of the *Hox* to *Fgf10* or AER-*Fgf*’s to *Fgf10* links only affects the expression level of *Fgf10*. Removal of the *Shh* to *Gli3R* link affects the expression level of *Gli3R*, while removal of the *Grem1* to *Bmp4* affects the expression level of *Bmp4*. Removal of the *Bmp4* to *Grem1* link results in no significant change in expression levels. In total, 14 of 77 possible interactions are affected (i.e. expression levels change by 10% or more) by alterations in the ESN (18%) (Table 1).

For the LSN, removal of the *Shh* to *Gli3R* link affects *Gli3R* expression levels, but does not affect the expression levels of other genes. Removal of the AER-*Fgf*’s to *Shh* and *Hox* to *Shh* links affects only *Shh* and *Gli3R* expression levels. Removal of the Repressor *X* to *Grem1* or *Grem1* to *Bmp4* link disrupts the expression levels of *Bmp4*, *Grem1*, and the AER-*Fgf*’s. Removal of the AER-Fgf’s to Repressor *X* link also disrupts the expression levels of *Bmp4*, *Grem1*, and the AER-*Fgf*’s, but also affects Repressor *X* expression levels. Removal of the *Hox* to *Grem1* link affects the expression levels of *Bmp4*, *Gli3R*, *Grem1*, *Shh*, and the AER-*Fgf*’s. Removal of the *Gli3R* to *Hox*, AER-*Fgf*’s to *Hox*, or *Gli3R* to *Grem1* links disrupts the expression levels of all genes save Repressor *X*. Finally, when the *Bmp4* to *Grem1*, *Bmp4* to AER-*Fgf*’s link is removed, expression levels of all genes are affected. In total, 52 of 84 possible interactions are affected (i.e. expression levels change by 10% or more) by alterations in the LSN (62%) (Table 1).

For each gene in each model, we then determined the number of genes whose removal alters expression of the gene in question (i.e. expression levels change by 10% or more), and the number of genes that exhibit expression changes when the gene in question is removed. We used the resulting values to generate a simulation space that was used to evaluate the ability of genes to affect other genes, and to be affected themselves by network perturbations (Fig 2C and 2D). Simulation spaces for the ESN and LSN were generated using the same scales to allow comparisons. For the ESN (Fig 2C), all genes fall in the lower left quadrant of the space, suggesting that they do not greatly affect expression of other genes, and are not greatly affected by others. In contrast, most LSN genes (Fig 2D) fall in the right upper and lower quadrants of simulation space. Genes in both the upper (e.g., *Bmp4*, *Gli3R*) and lower (e.g., AER-*Fgf*’s, *Grem1*, *Shh*) right quadrants and their boundaries are affected by perturbations in other genes, but genes in the upper right quadrant also affect the expression of other genes while genes in the lower right quadrant do not. *Hox* A/D falls in near the middle of the simulation space, suggesting that it moderately affects others and is affected by them. Only Repressor *X* falls in the lower left quadrant for the LSN, suggesting that it does not affect others and is not affected itself.

**Fig 2:**
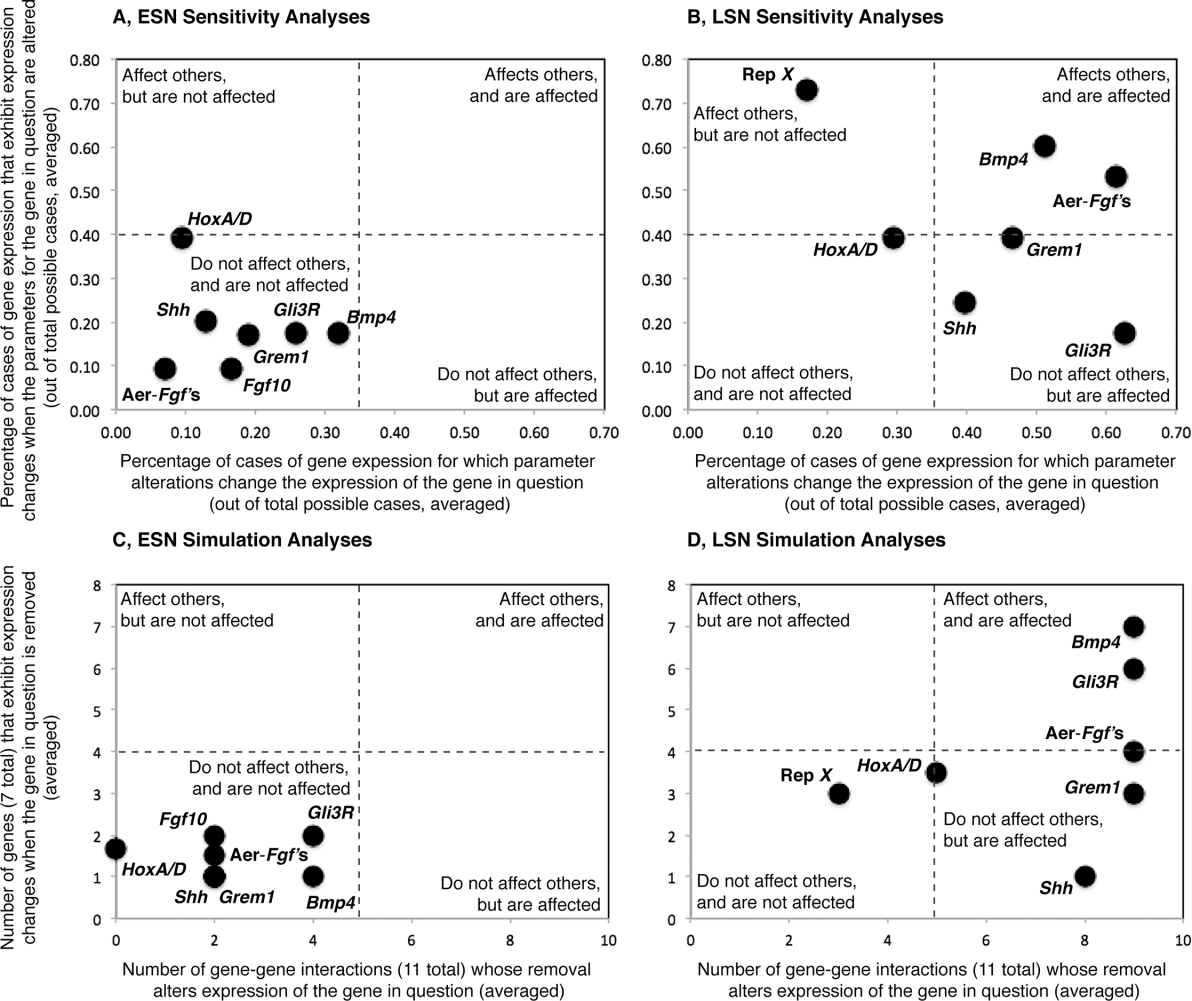
Visualizations of the results of the sensitivity and simulation analyses, all plots are shown at the same scale. The ability of alterations in gene-related parameter values (e.g., p_b_, K_10_, a_b_ for ESN *Bmp4*) to impact gene expression levels (Y-axes) and the sensitivity of gene expression levels to parameter value alterations (X-axes) are shown for the Early (A) and Late (B) stage networks. The ability of individual genes to impact the expression levels of other genes when removed (Y-axes) and the sensitivity of the expression levels of individual genes to the removal of other genes (X-axes) are also shown for the Early (C) and Late (D) stage networks. Both sensitivity (A) and simulation (C) analyses suggest that perturbations in the ESN tend not to have a great effect on gene expression levels, and ESN gene expression levels tend not to be greatly affected by perturbations. Sensitivity (B) and simulation (D) analyses also suggest that perturbations in the LSN have a greater ability to disrupt gene expression values and the expression levels of LSN genes are more sensitive to perturbations than are those of ESN genes.

### Sensitivity analyses (computational)

We next varied the parameter values used in the models and compared the resulting gene expression levels to those of the unaltered, default model (S1 Table). Results indicate that the ESN is most sensitive to changes in *Hox A/D* parameters (39% of *Hox A/D* parameter changes result in a ≥10% change in the expression level of another gene), followed by *Shh* (20%) and *Bmp4* (18%), *Gli3R* (18%), and *Grem1* (17%). The ESN is less sensitive to changes in AER-*Fgf* (10%) and *Fgf10* (9%) parameters. *Bmp4* is the most sensitive of the ESN genes to changes in parameters of other genes (32% of parameter changes result in a ≥10% change in the expression level of *Bmp4*), followed by *Gli3R* (26%), *Grem1* (19%), *Fgf10* (17%), and *Shh* (13%). *Hox A/D* (9%) and *Fgf8* (7%) expression levels are less sensitive to ESN parameter changes.

The LSN is more sensitive to changes in Repressor *X* (73%), *Bmp4* (60%), and the AER-*Fgf*’s (53%), and less sensitive to changes in *Hox A/D* (39%), *Grem1* (39%), *Shh* (25%) and *Gli3R* (18%). Within the LSN, the AER-*Fgf*’s (61%) and *Gli3R* (63%) are the most sensitive to parameter changes in other genes, followed by *Bmp4* (51%), *Grem1* (47%), and *Shh* (40%), while *Hox A/D* (30%) and Repressor *X* (17%) are less sensitive.

The percentages listed above were used to generate a sensitivity space, similar to the simulation space described above (Fig 2A and 2B). ESN and LSN sensitivity spaces were generated using the same scales to facilitate comparisons. Similar to the simulation results, all ESN genes group within or on the boundary of the lower left quadrant of the space, suggesting that alteration of the values of their related-parameters does not greatly affect expression of other genes, and that their expression levels are not greatly affected by alterations in the values of the related-parameters of other genes. LSN genes are more distributed in the sensitivity space. *Bmp4* and the AER-*Fgf*’s lie in the upper right quadrant, similar to their location in the simulation space (Fig 2C). *Grem1*, *Shh*, *Gli3R* and fall in or on the boundary of the lower right quadrant, indicating that they do not affect others but are affected themselves. Of these, *Grem1* and *Shh* also fall within the lower right quadrant of the simulation space (Fig 2C). Repressor *X* lies within the upper left quadrant, suggesting that alteration of the values of its related-parameters affects the expression of other genes but that its expression is not greatly affected alterations in the values of the related-parameters of other genes. Repressor *X* also falls on the left side of the simulation space, but in the lower quadrant. Similar to its location in the simulation space, *Hox A/D* falls near the center of the plot.

### Among individual variation in gene expression (qPCR)

We performed a series of real-time quantitative PCR (qPCR) assays to quantify the expression levels of genes that appear in both the ESN and LSN models (*Bmp4*, *Gli3*, *Grem1*, *Shh*, and the AER-*Fgf Fgf8*) in mouse embryos. For the early developmental stages (ES), the averaged, scaled expression level was 2.02 for *Bmp4*, 2.58 for *Fgf8*, 2.19 for *Grem1*, 1.68 for *Shh*, and 0.02 for *Gli3*. For the later developmental stages (LS), the average, scaled expression level was 2.29 for *Bmp4*, 0.83 for *Fgf8*, 1.92 for *Grem1*, 2.32 for *Shh*, and 0.02 for *Gli3*.

Statistical tests reveal that the mean-standardized variances of expression levels significantly differ among genes in the earlier (ES, E10-E11; Bartlett’s Test, F-ratio = 8.614, DF = 4, *P* < 0.001*) and later (LS, E11-E13; Bartlett’s Test, F-ratio = 5.823, DF = 4, *P* < 0.001*) stages of development. In the ES, *Shh* displays the highest average mean-standardized variance (coefficient of variation, CoV) (0.847), followed by *Bmp4* (0.567), *Grem1* (0.531), *Fgf8* (0.474), and *Gli3* (0.380). *Fgf8* displays the highest average CoV in the LS (1.701), followed by *Shh* (1.523), *Bmp4* (1.037), *Gli3* (0.910), and *Grem1* (0.703).

Litter membership also has the power to significantly explain the variance in expression levels in a given gene (e.g., *Bmp4*) that are observed among individuals (ANOVA; *Bmp4* F-ratio = 2.379, DF = 8, *P* = 0.026*; *Gli3*, F-ratio = 5.742, DF = 8, *P* = < 0.001*; *Grem1*, F-ratio = 4.412, DF = 8, *P* = < 0.001*; *Fgf8*, F-ratio = 7.097, DF = 8, *P* < 0.001*; *Shh* F-ratio = 2.162, DF = 8, *P* = 0.043*).

### Relationship between model predictions and gene expression variation among individuals

We next compared the among-individual, standardized variation in the expression level of a gene *in vivo* (CoV, from qPCR) with the: (1) number of genes whose removal alters expression of the gene in question (i.e., alters expression level by 10% or more), and (2) number of genes that exhibit expression changes when the gene in question is removed (from the simulation analyses).

For both the ES and the LS, neither the relationships between the number of genes whose removal alters expression of the gene in question (#1) and the CoV (ES—Least-Squares Regression, R^2^ = 0.202, *P* = 0.448; LS—R^2^ = 0.214, *P* = 0.433), nor the relationships between the number of genes that exhibit expression changes when the gene in question is removed (#2) and CoV (ES—R^2^ = 0.503, *P* = 0.180; LS—R^2^ = 0.142, *P* = 0.532) are significant (Fig 3).

**Fig 3:**
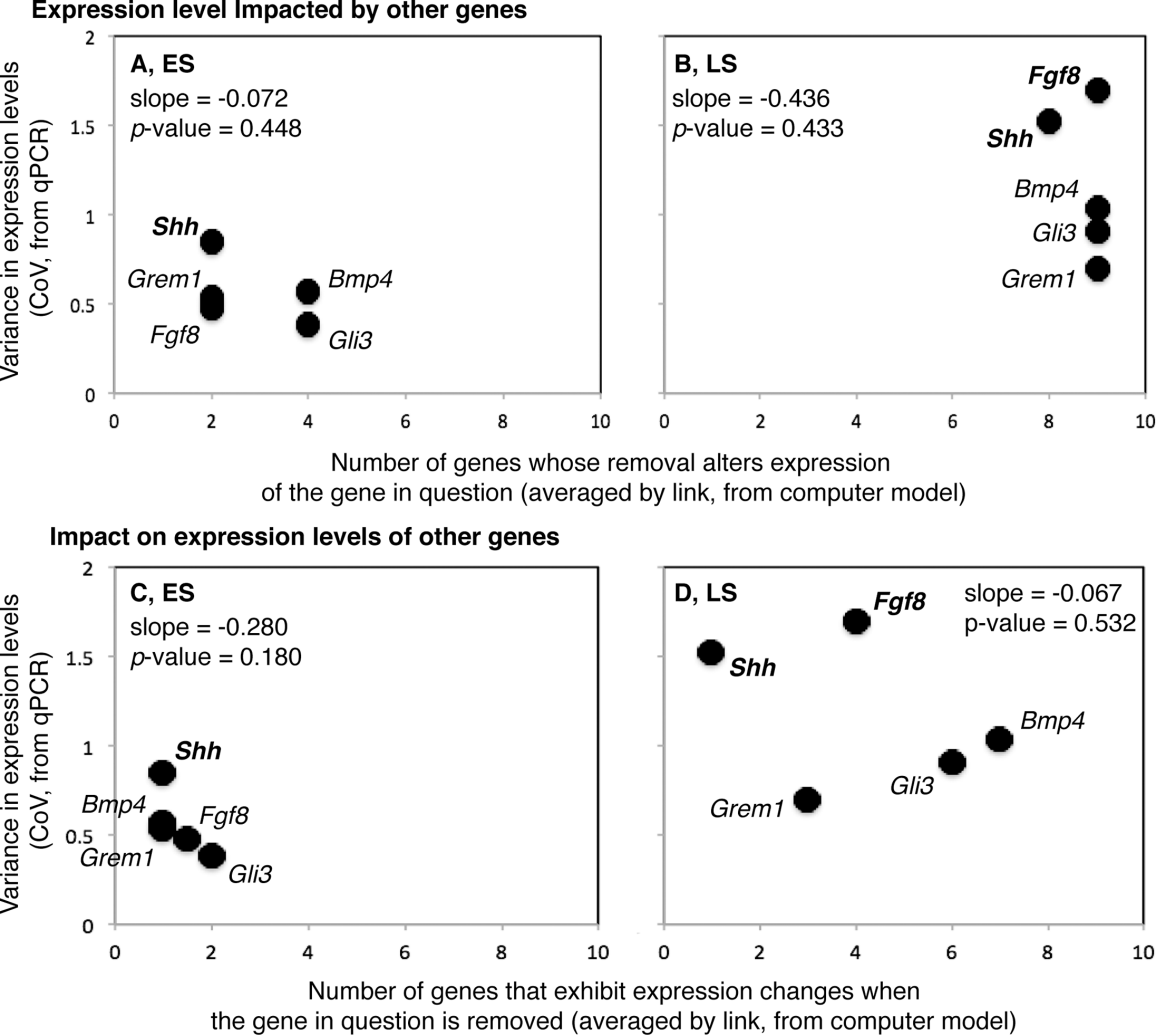
Relationships between among individual variation in gene expression (Y-axes) and gene sensitivity to network perturbation (X-axes; A and B) and ability to impact the network when perturbed (X-axes; C and D) are shown for the early (ES; A and C) and late (LS; B and D) stages of limb development. The scale for the Y-axis is the same for all plots, and the scale along the X-axis is the same for A and B, and for C and D. Variance in gene expression level tends to be lower for ES than LS genes. Variance in gene expression level is also more strongly correlated with gene sensitivity in ES genes, and gene impact in LS genes. Overall, the relationship between variance in gene expression and gene sensitivity tends to be more positive, and the relationship between variance in gene expression and gene impact more negative.

For both the ES and LS, *Shh* is among the genes that are the least sensitive to perturbations in other genes, has a relatively low impact on the expression of other genes when altered, and displays a relatively high CoV. The opposite is true for *Gli3R* during the ES. *Fgf8* displays the highest CoV during the LS and is highly sensitive to perturbations in other genes, like all LS genes.

Given the large difference in the percentage of possible interactions that are affected by computational alterations in the ESN and LSN (18% and 62%, respectively), we next compared the level of variation in measured gene expression during early (ES) and later (LS) development (from qPCR). For every model gene (5 of 5), the average CoV is greater later than earlier in development (*P* = 0.031*) (Fig 3). When the variation around the averages is taken into account using a resampling technique, the average CoV remains significantly greater later than earlier in development for four of the five genes (*Bmp4*, *P* = 0.028*; *Gli3*, *P* < 0.001*; *Grem1*, *P* = 0.024*; *Fgf8*, *P* < 0.001*). Only for *Shh*, a gene with among the highest CoV in both the early and later stages, does the average CoV does not remain significantly greater later than earlier in development (*P* = 0.092). The average CoV of the housekeeping gene *β-actin* does not significantly differ during earlier (0.832) and later (0.929) development (*P* < 0.217).

### Gene expression variation among species (RNASeq)

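For the bat, the deposited files hold RSEM gene tables of 16 limb libraries, each made by the authors from reads mapped to their de novo Trinity transcriptome. Forelimbs and hind limbs were each sequenced at stages 13, 14 and 15, with 3 libraries per limb at stages 13 and 14 and 2 libraries per limb at stage 15. The authors' labels use the term ES for 2 of the stage 14 forelimb libraries and LS for the 2 stage 15 forelimb libraries, and the third stage 14 forelimb library carries only a stage number. The depth of a library was taken as the sum of its expected counts over genes. The ES libraries held 28028701 and 21901990 expected counts, the LS libraries 18675055 and 16243535, and the third stage 14 forelimb library 32627904. The stage 13 forelimb libraries ranged from 13600741 to 29498454 expected counts with a median of 27535112. Among hind limb libraries the totals ranged from 16285242 to 23526020 at stage 13 (median 16997407), from 17910029 to 61814821 at stage 14 (median 27497418), and were 37311327 and 16876665 at stage 15. From 3 expected counts, the smallest share such depths could show was between 0.0485 and 0.221 counts in 1000000. Of the 27026 genes in each table, between 17095 and 20495 had a rounded count of at least 1. The authors' FPKM values were used for Spearman coefficients and coefficients of variation, and the expected counts, rounded to whole numbers, for tests between groups. The filter on low counts, the choice between FPKM and expected counts and the library left out each changed some of the values.

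**Figure D1:**
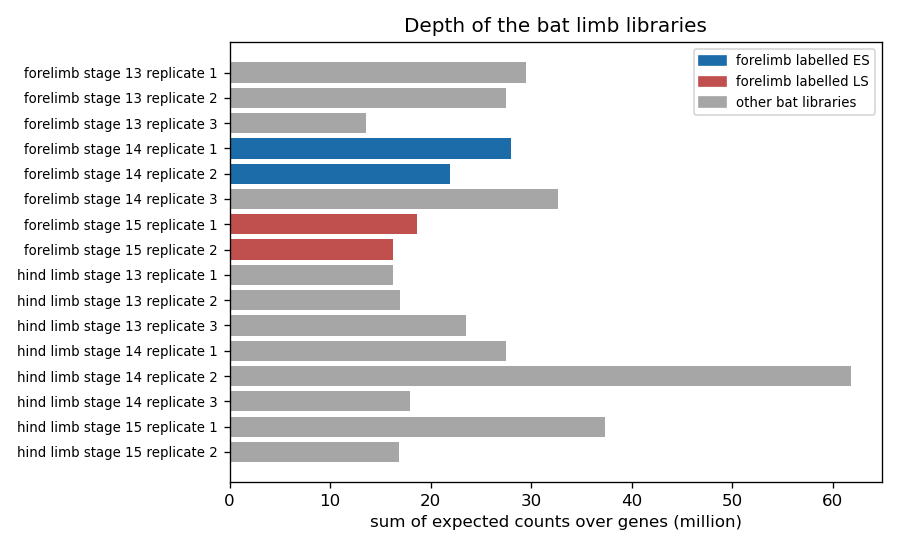
Sum of expected counts over genes for each of the 16 bat limb libraries, with 1 bar per library and the forelimb libraries labelled ES or LS in colour. The totals run from 13600741 in forelimb stage 13 replicate 3 to 61814821 in hind limb stage 14 replicate 2.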

To calculate gene expression variation among species, we first generated transcriptomic libraries for bat (*Carollia perspicillata*), opossum (*Monodelphis domestica*), pig (*Sus scrofa*) and mouse (*Mus musculus*) forelimbs for early (ES; early limb bud) and late (LS; paddle) limb stages. We then used a set of 6,583 genes orthologous to all four species (see S1 Methods) to calculate the among-species conservation of gene expression at each developmental stage, using the mean of all species pairwise Spearman coefficients. All resulting pairwise Spearman coefficients are positive and > 0.50, suggesting that the orthologous genes might perform similar functions between species (Fig 4A and 4B). However, the degree of gene expression conservation decreases from 0.5667 at ES to 0.5612 at LS of forelimb development. To test the robustness of this difference with respect to the selection of orthologous genes, we randomly sub-sampled 500 sets of orthologous genes at early and late stages at intensities ranging from 50 to 100% of all orthologous genes (Fig 4C). For each intensity, the distributions of gene expression conservation levels between early and late stages were significantly different (T-test, *P*-value < 0.05*). These results suggest that gene expression patterns vary more among species during the LS than ES of limb development, consistent with patterns of variation among individuals.

**Fig 4:**
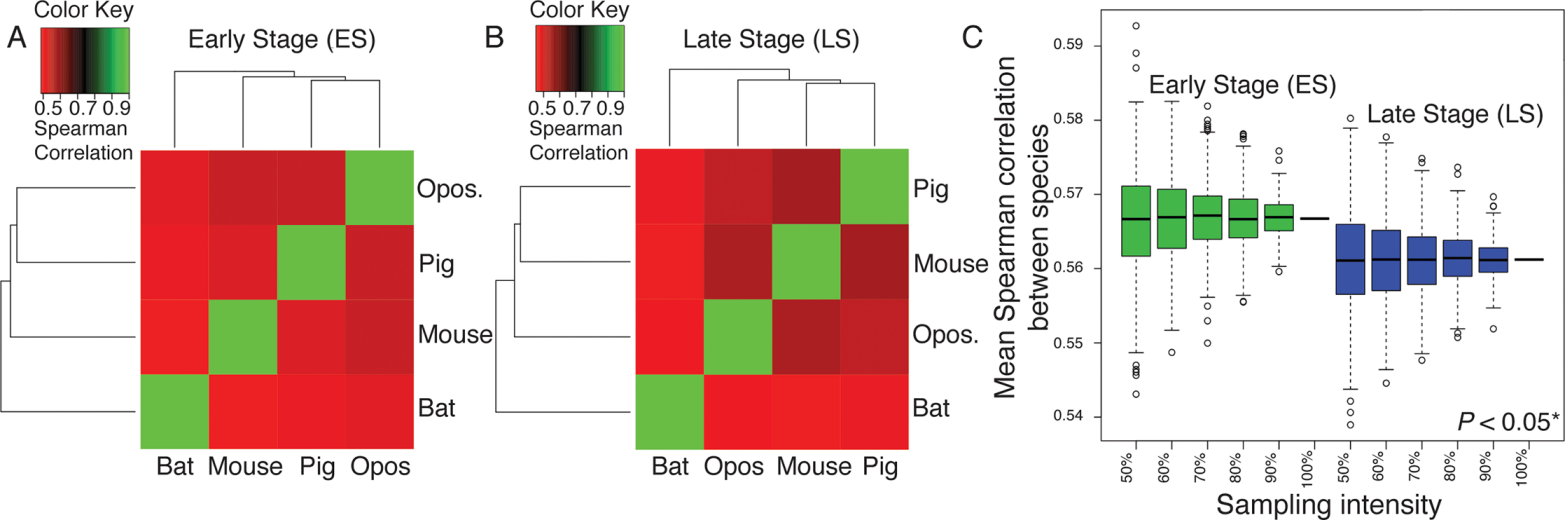
Overall patterns of gene expression are positively correlated among all examined mammals during the Early (ES; A) and Late (LS; B) stages of limb development. Opos. = opossum. (C) The Mean Spearman correlation of gene expression patterns between species is higher for the Early (ES) than Late (LS) stage of limb development. This difference is significant (*P* < 0.05) when more than 90% of orthologous genes are sampled (indicated by asterisks). Whiskers represent the 95% confidence intervals for the data.

We also calculated the among-species conservation of mean-standardized expression at each developmental stage for the five genes that appear in both the ESN and LSN models (*Bmp4*, *Gli3*, *Grem1*, *Fgf8*, and *Shh*). At the ES, *Gli3* (standard deviation [SD] = 0.177) falls within the top 25% of conserved genes while *Shh* (SD = 0.975) and *Fgf8* (SD = 0.475) fall within the top 25% of divergent genes. *Bmp4* (SD = 0.257) and *Grem1* (SD = 0.260) fall near the middle of the range of genes. *Fgf8* (SD = 0.971) and *Shh* (SD = 1.196) are also among within the top 25% of divergent genes at the LS. However, *Grem1* (SD = 0.123) is among the 25% most conserved genes at this stage, and *Bmp4* (SD = 0.253) and *Gli3* (SD = 0.235) fall near the middle of the range of genes.

Average divergence level and average variation in expression levels among mouse individuals (CoV, as measured with qPCR) are positively correlated for the ES (R = 0.906) and LS (R = 0.854) (Fig 5), and the correlation between divergence level and CoV is significant for the ES (*P* = 0.019*) and LS (*P* = 0.016*) after bootstrapping.

**Fig 5:**
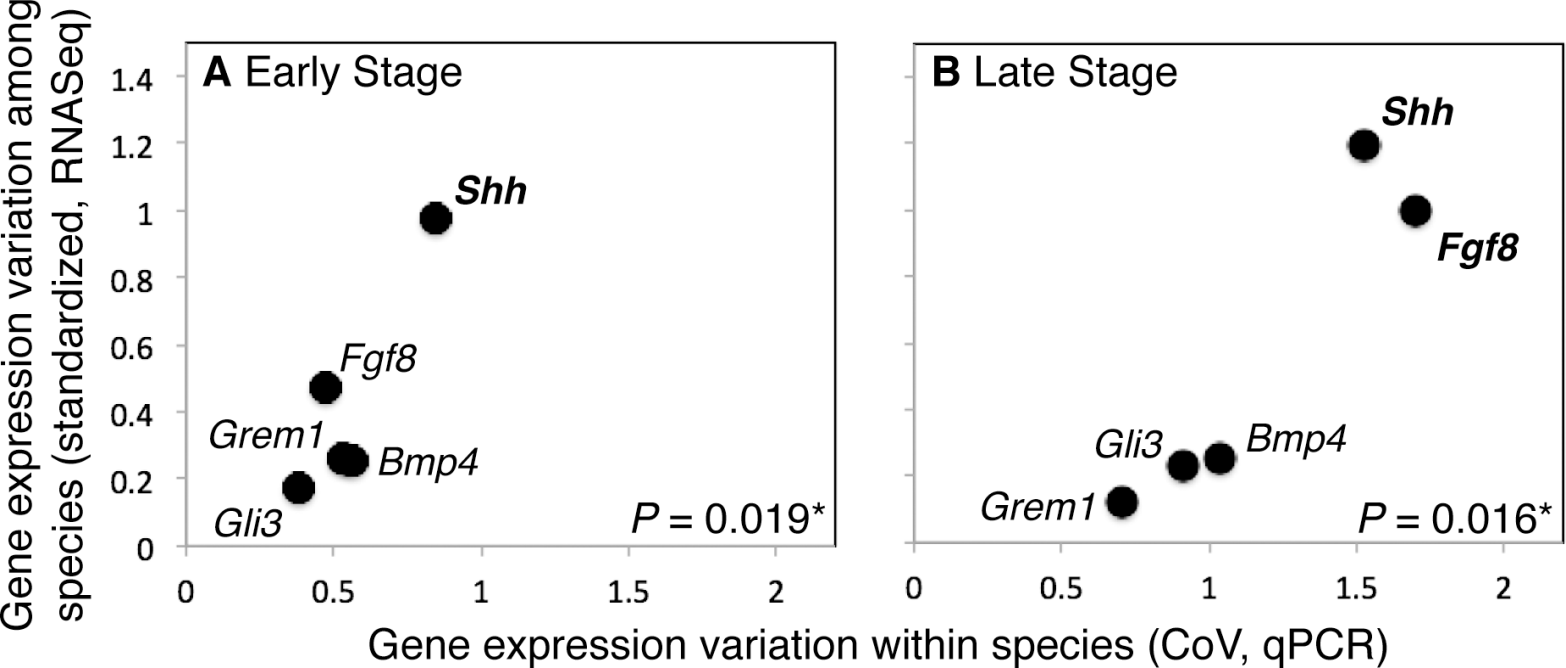
Variation in gene expression levels within a population of mice and among mammalian species are positively correlated during the Early (ES; A) and Late (LS; B) stages of limb development. *Shh* also displays the most variation in gene expression levels within and among species in both the ES and LS.

## Discussion

The results reported here suggest that the structure of the early stage network (ESN) renders it more robust to perturbation than the later stage network (LSN). Findings also suggest that among individual variation in expression levels is lower for genes regulating early (ES) than late (LS) limb development, and that gene expression levels are heritable. Results of this study also suggest that the expression levels of genes at early stages generally vary less among species. Additionally, results suggest that among individual and among species variation in the expression levels of several model genes are significantly correlated for the early and later stages of limb development. Taken together, these findings suggest a scenario in which a robust ESN buffers among individual variation in gene expression early in limb development, and, as variation is a prerequisite of evolution by natural selection, limits the evolution of early limb development among species. The findings of this study are therefore consistent with the hypotheses that: (1) the structure of the early limb gene network influences the distribution of variation in mammalian limbs among individuals and over evolutionary time [21–23,38–43], and, more generally, (2) the process of early limb development generally precludes the random accumulation of variation in gene expression across the network [21,44]. Results of this study are also consistent with a scenario in which species-specific differences accumulate as development progresses. However, it is important to note that the results of this study are based on a limited number of RNASeq samples per species. 

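In the bat, each of the ES and LS stages was represented by 2 forelimb libraries. Pairwise Spearman coefficients were computed across the 20090 genes with an FPKM above 0 in at least 1 of these 4 libraries, and genes within a library are not independent replicates. The coefficient was 0.915 between the ES libraries (1 pair) and 0.883 between the LS libraries (1 pair). Between ES and LS libraries it averaged 0.872 ± 0.0098 (SD, n = 4 pairs, which share libraries), with a range from 0.858 to 0.880. All 4 coefficients between stages lay below the 1 coefficient within LS, the closest by 0.0031, which is less than their SD. This did not hold for Pearson coefficients of log2(FPKM + 1), with 0.9147 as the highest between stages and 0.9083 within LS. Nor did it hold over genes with a mean FPKM of at least 1 (0.88015 and 0.88008). With each library left out in turn, the mean coefficient between stages stayed between 0.866 and 0.878. Computing the coefficient from expected counts in place of FPKM moved these values to 0.985 within ES, 0.978 within LS and 0.969 between stages. No test was made, since 1 pair per stage gives no measure of the spread within a stage.

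**Figure D2:**
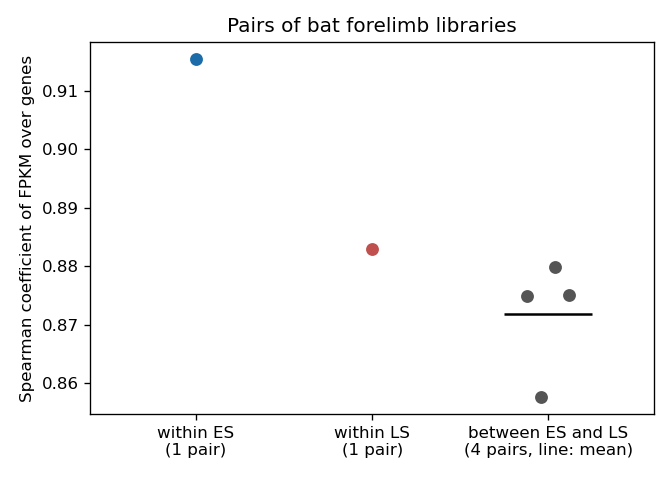
Spearman coefficient of FPKM over genes (vertical axis) for each pair of bat forelimb libraries, within ES (1 point), within LS (1 point) and between ES and LS (4 points, with a line at their mean). The points within ES and LS stand at 0.915 and 0.883, and the points between stages lie from 0.858 to 0.880.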

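A further stage 14 forelimb library of the bat, labelled with a stage number only, gave 2 more pairs of libraries of that stage. The 3 pairs of stage 14 forelimb libraries had Spearman coefficients from 0.885 to 0.919 (mean 0.897, SD 0.0191), over the 21038 genes with an FPKM above 0 in at least 1 of the 5 libraries. Over the same genes the coefficient within LS was 0.889, inside the range of the stage 14 pairs, but the 2 LS libraries share a label wording and the stage 14 pairs differ in it. The 1 pair with the same wording, ES, had 0.919, and the 2 pairs with the third library had 0.885 and 0.886, so the spread between the stage 14 pairs cannot be told apart from a difference that goes with the label wording. With the third library added, the mean coefficient between the stages was 0.866 over 6 pairs. At matched depth, with the ES and LS libraries thinned to the lowest total of the 4, the coefficients were 0.913 within ES, 0.883 within LS and 0.874 between stages. Restricting the coefficients to genes of 1000 bases or more, a choice made after seeing the values, shifted them furthest among the gene sets tried, to 0.986, 0.978 and 0.956. The paper reasons from its small number of RNASeq samples that more are needed to learn how far its results withstand variation among samples.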

Analyses of additional samples are needed to determine the degree to which the RNASeq-driven results of this study are robust to experimental variation among samples. Furthermore, while the network models used in this study are based on solid experimental data [9, 13], the results of this study are only as accurate as the network models being used.

This study did not find a significant correlation between individual gene’s sensitivity to network perturbation or impact on the network when perturbed and variation in expression among individuals. This result could stem from the lack of a relationship between these variables, or from the incompleteness of the limb gene network used in this study. However, this study did find evidence that variation in expression level significantly differs among genes, with some genes being more variable among individuals in a population, and others less so. *Shh* displays among the greatest variation in expression levels during both the early and later stages of limb development among individuals and species, and has among the least impact on the system when altered. During the early stages of limb development, *Gli3* displays the least variation in expression levels and has among the greatest effect on the system when altered.

As population-level variation provides a necessary prerequisite for evolution by natural selection, we might expect genes with the greatest expression variation among individuals to also display the most variation in expression among species. In this study this would be late stage *Shh*, *Bmp4*, and *Fgf8*. This study did find a significant correlation between the variation in the expression of these and the other key model genes among individuals and species during late limb development. Furthermore, of the few studies that have compared gene expression among mammalian limbs, a disproportionally high number have found differences in later stage *Shh*, *Bmp4*, and *Fgf8* expression among species. Evolutionary changes in *Bmp4* expression contribute to digit reduction in horses and jerboa, while evolutionary changes in *Shh* signaling contribute to digit reduction in pigs [45]. A broader initial range and secondary redeployment of *Shh* signaling helps generate the unique phenotype of the bat wing [46], and hind limb loss in dolphins is initiated by a disruption in *Shh* signaling [47]. *Shh* signaling is also activated exceptionally early during the rapid outgrowth of opossum forelimbs [48,49]. *Fgf8* expression is higher in the AER of bat wings than mouse limbs and is also secondarily redeployed later in bat wing development [50]. However, genes beyond *Shh*, *Bmp4*, and *Fgf8* also display expression differences in mammalian limbs. For example, the expression of 5’ *Hox A/D* genes differs in bat and kangaroo limbs [51,52], compared to mouse [53]. Clearly more studies of limb development in diverse mammalian species are needed to resolve this issue, but results to date are consistent with alterations in the expression of genes acting during late limb development (E11 to E13 in mouse) including *Shh*, *Bmp4*, and *Fgf8* frequently contributing to mammalian limb evolution.

In line with the proposed predominance of changes in late limb development in limb evolution, this study found no evidence for the existence of significant variation in the expression of early limb genes that is masked by systems-level processes. However, the expression-based findings of this study do not rule out the existence of cryptic genetic variation in genes with roles in early limb development. Cryptic genetic variation can provide a source of evolutionary potential when uncovered by environmental or genetic perturbations [54,55], and thereby can expedite evolutionary change. Thus, if the genes regulating early limb development possess significant cryptic genetic variation that has been uncovered over evolutionary time, we would expect early limb development to vary among species. Early limb development, as defined in this paper, encompasses establishment of the limb field and the initial outgrowth of the limb. The primary limb segments (e.g., stylopod, zeugopod and autopod) are also likely specified during this time [19,20]. Initial limb outgrowth appears to be generally conserved in tetrapods across large phylogenetic distances [56,57]. Initial limb outgrowth is even conserved in some tetrapods that do not possess limbs in their adult form (e.g., boas, dolphins) [47,58]. The primary segments of the limb are also broadly conserved across limbed tetrapods [8,59]. These observations together with the findings of this study suggest that the genes regulating early limb development either do not possess significant cryptic genetic variation, or that the robustness of the ESN has inhibited the ability of environmental or genetic perturbations to uncover this variation. Whichever the case, the early development of the limb appears to have been relatively conserved over the evolutionary history of tetrapods.

## Materials and Methods

### Ethics statement

All animal work was conducted according to relevant national and international guidelines. Animals were euthanized using CO2 inhalation followed by cervical dislocation. The University of Illinois IACUC approved this research (protocols #13128, 14159, 14199, 14209).

### Model construction

The starting point for the mathematical models used in this work was the seminal paper by Bénazet et al. 2009 [13]. These models were designed to pertain to the entire limb. Two interconnected feedback loops were incorporated into their model: a fast loop between *Grem1* and *Bmp4* and a slower loop between *Shh*, *Grem1* and the AER-*Fgf*’s. Following the findings reported in Sheth et al. 2013 [9], this network was divided into an Early (ESN) and Late (LSN) Stage Network and augmented to also include *Hox* genes (specifically, *Hox* A and D genes), *Gli3R*, *Fgf10*, and an as yet unidentified repressor, Repressor *X*. It is important to note that the specific genes, gene interactions, and equations that we include in our models match those presented in Bénazet et al. 2009 and Sheth et al. 2013, which are well supported by experimental, biological evidence.

Mathematical models to describe gene interactions were constructed in MATLAB and were based on ordinary differential equations, which are outlined in S1 Methods, along with the model parameters.

### Model simulations

We ran a series of simulations in MATLAB in which we removed interactions between genes. Only one interaction (i.e. link between two genes) was removed in each simulation, and removal simulations were performed for all interactions.

### Sensitivity analyses

We ran a series of simulations in MATLAB in which we varied the parameter values used in the models. Only one parameter was modified in each analysis.

### Among individual variation in gene expression

We performed a series of real-time quantitative PCR (qPCR) assays to quantify the expression levels of the genes that appear in both the ESN and LSN, namely *Bmp4*, *Gli3*, *Grem1*, *Shh*, and the AER-*Fgf Fgf8*, in the forelimbs of 71 mouse embryos (outbred ICR strain, Taconic) from 9 litters.

These litters ranged in age from E10 to E13. The limbs of the animals in these litters were staged according to Wanek’s staging guide, which divides mouse limb development into 15 stages [60]. Embryonic limbs from limb ridge (Wanek stage 1) through bud formation (Wanek stage 4; 4 stages total; E10 –E11) were grouped into an “early stage” (ES) for analyses, while limbs in the paddle stages of development (Wanek stages 5–8; 4 stages total; >E11 –E13) were grouped into a “late stage” (LS). Limb samples were evenly spread over all stages. The Coefficient of Variation (CoV), which is the standard deviation divided by the mean, was used to quantify variation in expression level for a given gene for early and later limb development [61]. Additional details for the qPCR analyses are in S1 Methods, and standard and dissociation curves for each gene are in S2 Methods.

Bartlett’s Test was used to compare the variance of expression levels in the ES and LS [61]. ANOVA was used to examine the contribution of litter membership (i.e., heredity) to observed patterns of gene expression [61].

### Relationship between model predictions and gene expression variation among individuals

The relationship between among individual variation in gene expression level with the number of genes whose removal alters expression of the gene in question by 10% or more from the default value (from simulation analyses) and whose values deviate by 10% or more from the default values when the gene in question is removed (from simulation analyses) was statistically assessed using Least-Squares Regression [61]. The average levels of variation in measured gene expression during early and later development (CoV) were statistically compared [61]. To determine the significance of the observed differences in CoV, we used a Monte Carlo approach, in which we shuffled the observed CoV from early and later development, to generate a null distribution of CoV differences between them. Specifically, we pooled all replicate CoV irrespective of developmental stage, then randomly drew, with replacement, two samples equal in size to the measured early and later samples, respectively. We used as a measure of significance the proportion of 10,000 replicates in which the difference between CoV’s of randomly shuffled samples was greater than or equal to the observed difference.

### Gene expression variation among species (RNASeq)

Embryonic mice, opossums, bats and pigs with early (ES) or late (LS) stage forelimbs were obtained from a variety of sources (see S1 Methods). Forelimbs for the ES were harvested at Stage 14 for bat, E11 for mouse, Stage 28 for opossum and E22 for pig [62–65]. For the LS, forelimbs were harvested at Stage 15 for bat, E12 for mouse, Stage 29 for opossum and E26 for pig.

Limbs were removed from embryos and stored in RNALater in -20°C until further processing. RNA was extracted from tissues using E.Z.N.A. Total RNA Kit I (OMEGA bio-tek #R6834), and converted into RNASeq libraries with the Illumina TruSeq RNA Sample Preparation Kit (Illumina RS-122-2001). Libraries were sequenced on an Illumina HiSeq 2500 housed in the Roy G. Carver Biotechnology Center at the University of Illinois. Resulting reads were processed, aligned to published genomes or *de novo* assemblies, and gene expression levels assessed (see S1 Methods). All data from this study have been deposited in the Gene Expression Omnibus (GEO) with the accession number GSE71390.

We analyzed the conservation of the gene expression profiles of bat, mouse, opossum, and pig across embryonic limb development, using the mean of all species pairwise Spearman coefficients (see S1 Methods). The relationship between these average species pairwise coefficients and among individual gene expression variation was assessed using Pearson Product-Moment Correlation [61]. To account for the variation among samples we used a bootstrap approach. Specifically, for the comparisons of the average species pairwise coefficients and among individual gene expression variation, we resampled, with replacement, the CoV’s (among individuals) and mean-standardized expression levels (among species) and recalculated the Pearson product-moment correlation coefficient (R) between the resampled CoV’s and mean-standardized expression levels. We used as a measure of significance the proportion of 10,000 replicates in which the calculated R was greater than or equal to zero. We also ordered the species pairwise Spearman coefficients for each individual gene from highest (most conserved) to lowest (most divergent).

## Supporting Information

S1 Table Full results of sensitivity analyses, including all tested parameter values and their impact on gene expression levels. (PDF) Click here for additional data file.

S1 Methods More complete description of the models and methods used in this study. (DOCX) Click here for additional data file.

S2 Methods Standard and dissociation curves for qPCR for the genes examined in this study. (DOCX) Click here for additional data file.

## References

[1] DraghiJ, ParsonsT, WagnerG, PlotkinJ (2010) Mutational robustness can facilitate adaptation. Nature 463: 353–355. 10.1038/nature08694 20090752PMC3071712

[2] ParsonsKJ, MarquezE, AlbertsonRC (2012) Constraint and opportunity: the genetic basis and evolution of modularity in the cichlid mandible. Am Nat 179: 64–78. 10.1086/663200 22173461

[3] WagnerGP (1988) The influence of variation and developmental constraints on the rate of multivariate phenotypic evolution. J Evol Biol 1: 45–66.

[4] DarwinCR (1869) Origin of the species by means of natural selection, or the preservation of favoured races in the struggle for life London, England: John Murray. 282 p.

[5] GoldschmidtRB (1940) The material basis of evolution New Haven, CT: Yale University Press. 436 p.

[6] WaddingtonCH (1942) Canalization of development and the inheritance of acquired characteristics. Nature 150: 563–565.

[7] PigliucciM (2009) An extended synthesis for evolutionary biology. Ann N Y Acad Sci 1168: 218–228. 10.1111/j.1749-6632.2009.04578.x 19566710

[8] PollyPD (2007) Limbs in mammalian evolution In: HallBK, editor. Fins into Limbs: Evolution, Development, and Transformation. Chicago: University of Chicago Press pp. 245–268.

[9] ShethR, GregoireD, DumouchelA, ScottiM, PhamJ, et al (2013) Decoupling the function of *Hox* and *Shh* in developing limb reveals multiple inputs of *Hox* genes on limb growth. Development 140: 2130–2138. 10.1242/dev.089409 23633510

[10] RabinowitzAH, VokesSA (2012) Integration of the transcriptional networks regulating limb morphogenesis. Dev Biol 368: 165–180. 10.1016/j.ydbio.2012.05.035 22683377

[11] ButterfieldNC, McGlinnE, WickingC (2010) The molecular regulation of vertebrate limb patterning. Curr Top Dev Biol 90: 319–341. 10.1016/S0070-2153(10)90009-4 20691854

[12] ZellerR, Lopez-RiosJ, ZunigaA (2009) Vertebrate limb bud development: moving towards integrative analysis of organogenesis. Nat Rev Genet 10: 845–858. 10.1038/nrg2681 19920852

[13] BénazetJD, BischofbergerM, TieckeE, GoncalvesA, MartinJF, et al (2009) A self-regulatory system of interlinked signaling feedback loops controls mouse limb patterning. Science 323: 1050–1053. 10.1126/science.1168755 19229034

[14] LewandoskiM, SunX, MartinGR (2000) *Fgf8* signalling from the AER is essential for normal limb development. Nat Genet 26: 460–463. 1110184610.1038/82609

[15] MoonAM, CapecchiMR (2000) *Fgf8* is required for outgrowth and patterning of the limbs. Nat Genet 26: 455–459. 1110184510.1038/82601PMC2001274

[16] SekineK, OhuchiH, FujiwaraM, YamasakiM, YoshizawaT, et al (1999) *Fgf10* is essential for limb and lung formation. Nat Genet 21: 138–141. 991680810.1038/5096

[17] SunX, MarianiFV, MartinGR (2002) Functions of *Fgf* signalling from the apical ectodermal ridge in limb development. Nature 418: 501–508. 1215207110.1038/nature00902

[18] Pajni-UnderwoodS, WilsonCP, ElderC, MishinaY, LewandoskiM (2007) *Bmp* signals control limb bud interdigital programmed cell death by regulating *Fgf* signaling. Development 134: 2359–2368. 1753780010.1242/dev.001677

[19] CooperKL, HuJK, ten BergeD, Fernandez-TeranM, RosMA, et al (2011) Initiation of proximal-distal patterning in the vertebrate limb by signals and growth. Science 332: 1083–1086. 10.1126/science.1199499 21617075PMC3258580

[20] BarnaM, PandolfiPP, NiswanderL (2005) *Gli3* and *Plzf* cooperate in proximal limb patterning at early stages of limb development. Nature 436: 277–281. 1601533410.1038/nature03801

[21] GarfieldDA, RuncieDE, BabbittCC, HaygoodR, NielsenWJ, et al (2013) The impact of gene expression variation on the robustness and evolvability of a developmental gene regulatory network. PLoS Biol 11: 1–16.10.1371/journal.pbio.1001696PMC381211824204211

[22] GalisF, JacquesJMvA, MetzJAJ (2001) Why five fingers? Evolutionary constraints on digit numbers. Trends Ecol Evol 16: 637–646.

[23] DavidsonEH, ErwinDH (2006) Gene regulatory networks and the evolution of animal body plans. Science 311: 796–800. 1646991310.1126/science.1113832

[24] von BaerKE (1828) Entwicklungsgeschichte der Thiere: Beobachtung und Reflexion. Konigsberg: Borntrager. 264 p.

[25] RaffRA (1996) The shape of life: genes, development, and the evolution of animal form Chicago: University of Chicago Press. 544 p.

[26] CarrollSB (2005) Evolution at two levels: On genes and form. PLoS Biol 3: 1159–1166.10.1371/journal.pbio.0030245PMC117482216000021

[27] KalinkaAT, TomancakP (2012) The evolution of early animal embryos: conservation or divergence? Trends Ecol Evol 27: 385–393. 10.1016/j.tree.2012.03.007 22520868

[28] DubouleD, WilkinsAS (1998) The evolution of 'bricolage'. Trends Genet 14: 54–59. 952059810.1016/s0168-9525(97)01358-9

[29] HinmanVF, NguyenAT, CameronRA, DavidsonEH (2003) Developmental gene regulatory network architecture across 500 million years of echinoderm evolution. Proc Natl Acad Sci U S A 100: 13356–13361. 1459501110.1073/pnas.2235868100PMC263818

[30] LemonsD, McGinnisW (2006) Genomic evolution of *Hox* gene clusters. Science 313: 1918–1922. 1700852310.1126/science.1132040

[31] GarstangW (1922) The theory of recapitulation: a critical restatement of the Biogenetic law. J Exp Zool 291: 195–204.

[32] de BeerGR (1954) Embryos and Ancestors, Revised edition Oxford: Oxford University Press. 136 p.

[33] ReidlR (1978) Order in living organisms: A systems analysis of evolution New York, New York: Wiley. 313p.

[34] WaddingtonCH (1942) Canalization of development and the inheritance of acquired characters. Nature 150: 563–565.10.1038/1831654a013666847

[35] CilibertiS, MartinOC, WagnerA (2007) Innovation and robustness in complex regulatory gene networks. Proc Natl Acad Sci U S A 104: 13591–13596. 1769024410.1073/pnas.0705396104PMC1959426

[36] GurskyVV, SurkovaSY, SamsonovaMG (2012) Mechanisms of developmental robustness. Biosystems 109: 329–335. 10.1016/j.biosystems.2012.05.013 22687821

[37] WagnerA (2011) Genotype networks shed light on evolutionary constraints. Trends Ecol Evol 26: 577–584. 10.1016/j.tree.2011.07.001 21840080

[38] HeJ, DeemMW (2010) Hierarchical evolution of animal body plans. Dev Biol 337: 157–161. 10.1016/j.ydbio.2009.09.038 19799894

[39] ErwinDH, DavidsonEH (2009) The evolution of hierarchical gene regulatory networks. Nat Rev Genet 10: 141–148. 10.1038/nrg2499 19139764

[40] PeterIS, DavidsonEH (2011) Evolution of gene regulatory networks controlling body plan development. Cell 144: 970–985. 10.1016/j.cell.2011.02.017 21414487PMC3076009

[41] ArtieriCG, HaertyW, SinghRS (2009) Ontogeny and phylogeny: molecular signatures of selection, constraint, and temporal pleiotropy in the development of *Drosophila* . BMC Biol 7: 42 10.1186/1741-7007-7-42 19622136PMC2722573

[42] RouxJ, Robinson-RechaviM (2008) Developmental constraints on vertebrate genome evolution. PLoS Genet 4: e1000311 10.1371/journal.pgen.1000311 19096706PMC2600815

[43] DavidsonEH (2010) Emerging properties of animal gene regulatory networks. Nature 468: 911–920. 10.1038/nature09645 21164479PMC3967874

[44] LandryCR, Castillo-DavisCI, OguraA, LiuJS, HartlDL (2007) Systems-level analysis and evolution of the phototransduction network in *Drosophila* . Proc Natl Acad Sci U S A 104: 3283–3288. 1736063910.1073/pnas.0611402104PMC1805570

[45] CooperK, SearsKE, UygurA, MaierJ, Stephan-BackowskiK, et al (2014) Patterning and post-patterning modes of evolutionary digit loss in mammals. Nature 511: 41–45. 10.1038/nature13496 24990742PMC4228958

[46] HockmanD, CretekosCJ, MasonMK, BehringerRR, JacobsDS, et al (2008) A second wave of *sonic hedgehog* expression during the development of the bat limb. Proc Natl Acad Sci U S A 105: 16982–16987. 10.1073/pnas.0805308105 18957550PMC2579364

[47] ThewissenJGM, CohnMJ, StevensME, BajpaiS, HeyningJ, et al (2006) Developmental basis for hind-limb loss in dolphins and origin of the cetacean bodyplan. Proc Natl Acad Sci U S A 103: 8414–8418. 1671718610.1073/pnas.0602920103PMC1482506

[48] KeyteAL, SmithKK (2010) Developmental origins of precocial forelimbs in marsupial neonates Development 137: 4283–4294. 10.1242/dev.049445 21098569

[49] SearsKE, DorobaCK, XieD, ZhongS (2012) Molecular determinants of marsupial limb integration and constraint In: MüllerJ, AsherR, editors. From Clone to Bone: The Synergy of Morphological and Molecular Tools in Paleobiology. Cambridge: Cambridge University Press pp. 257–278.

[50] CretekosCJ, DengJM, GreenED, RasweilerJJ, BehringerRR (2007) Isolation, genomic structure and developmental expression of *Fgf8* in the short-tailed fruit bat, *Carollia perspicillata* . Int J Dev Biol 51: 333–338. 1755468610.1387/ijdb.062257cc

[51] ChenCH, CretekosCJ, RasweilerJJ, BehringerRR (2005) *Hoxd13* expression in the developing limbs of the short-tailed fruit bat, *Carollia perspicillata* . Evolution and Development 7: 130–141. 1573331110.1111/j.1525-142X.2005.05015.x

[52] RayR, CapecchiMR (2008) An examination of the chiropteran *HoxD* locus from an evolutionary perspective. Evolution and Development 10: 657–670. 10.1111/j.1525-142X.2008.00279.x 19021736

[53] ChewKY, YuH, PaskAJ, ShawG, RenfreeMB (2012) *Hoxa13* and *Hoxd13* expression during development of the syndactylous digits in the marsupial *Macropus eugenii* . BMC Dev Biol 12: 2 10.1186/1471-213X-12-2 22235805PMC3268106

[54] GibsonG, DworkinI (2004) Uncovering cryptic genetic variation. Nat Rev Genet 5: 681–690. 1537209110.1038/nrg1426

[55] RohnerN, JaroszDF, KowalkoJE, YoshizawaM, JefferyWR, et al (2013) Cryptic variation in morphological evolution: *HSP90* as a capacitor for loss of eyes in cavefish. Science 342: 1372–1375. 10.1126/science.1240276 24337296PMC4004346

[56] ZellerR (2010) The temporal dynamics of vertebrate limb development, teratogenesis and evolution. Curr Opin Genet Dev 20: 384–390. 10.1016/j.gde.2010.04.014 20537528

[57] SearsKE, PatelA, HüblerM, CaoX, VandeBergJL, et al (2012) Disparate *Igf1* expression and growth in the fore- and hind limbs of a marsupial (*Monodelphis domestica*). Exp Zool Part B 318: 279–293.10.1002/jez.b.2244422821864

[58] CohnMJ, TickleC (1999) Developmental basis of limblessness and axial patterning in snakes. Nature 399: 474–479. 1036596010.1038/20944

[59] ShubinN, TabinC, CarrollS (1997) Fossils, genes and the evolution of animal limbs. Nature 388: 639–648. 926239710.1038/41710

[60] WanekN, MuneokaK, Holler-DinsmoreG, BurtonR, BryantSV (1989) A staging system for mouse limb development. J Exp Zool 249: 41–49. 292636010.1002/jez.1402490109

[61] SokalRR, RohlfFJ (1995) Biometry. New York: W.H. Freeman and Company. 880 p.

[62] CretekosCJ, WeatherbeeSD, ChenCH, BadwaikNK, NiswanderL, et al (2005) Embryonic staging system for the short-tailed fruit bat, *Carollia perspicillata*, a model organism for the mammalian order Chiroptera, based upon timed pregnancies in captive-bred animals. Dev Dyn 233: 721–738. 1586140110.1002/dvdy.20400

[63] MateKE, RobinsonES, VandeBergJL, PedersonRA (1994) Timetable of *in vivo* embryonic development in the gray short-tailed opossum (*Monodelphis domestica*). Mol Reprod Dev 39: 365–374. 789348510.1002/mrd.1080390404

[64] McCradyE (1938) The embryology of the Opossum Philadelphia: Wistar Institute of Anatomy and Biology. 233 p.

[65] ButlerH, JuurlinkBHJ (1987) An Atlas for Staging Mammalian and Chick Embryos. Boca Raton, Florida: CRC Press. 218 p.

# Supplementary material for: The Relationship between Gene Network Structure and Expression Variation among Individuals and Species
**Source:** PLoS Genet. 2015 Aug 28;11(8):e1005398. doi: 10.1371/journal.pgen.1005398
**Supplement:** S1 Table

Supplementary Table 1. Results of the sensitivity analyses. Default parameters are shaded in grey. Altered expression levels that differ from default levels by more than 10% are indicated by asterisks.

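S1 Table lists the expression level of each gene of a network after 1 parameter of the model was set to another value, with an asterisk where the level moved by more than 10% from the default. For each gene whose parameters were varied, the asterisks were counted among the cells of all non-default parameter values, with 1 default column left out per parameter. The cells include the varied gene's own level, while the paper words its percentages as changes in another gene. In the ESN the share of cells with an asterisk was 39.3% for Hox A/D parameters (22 of 56 cells), 20.4% for Shh (20 of 98), 17.3% for Grem1 (23 of 133) and 9.52% for AER-Fgf's (8 of 84). In the LSN it was 75% for Repressor X (63 of 84), 51.4% for AER-Fgf's (72 of 140), 41.4% for Grem1 (55 of 133), 39.3% for Hox A/D (22 of 56), 24.5% for Shh (24 of 98) and 17.5% for Gli3R (11 of 63). The 95% Wilson confidence intervals ran from 27.6% to 52.4% for Hox A/D in each network, from 64.8% to 83.0% for Repressor X and from 4.91% to 17.7% for AER-Fgf's in the ESN. The cells are outputs of 1 model and not independent samples, so these intervals only describe the number of cells. Counting cells that differ by more than 10% in the printed 2-decimal values gave 67.9% for Repressor X, and including the default columns in the denominator gave 60%. Blocks for Bmp4 in either network, and for Fgf10 and Gli3R in the ESN, were not in the files analysed here. Genes were assigned by the block headings of S1 Table. In the LSN, the block for AER-Fgf's also holds K6, K7 and K8, which the paper's methods give to Gli3R, Bmp4 and Hox A/D. The block for Gli3R holds K9, which they give to Hox A/D.

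**Figure D3:**
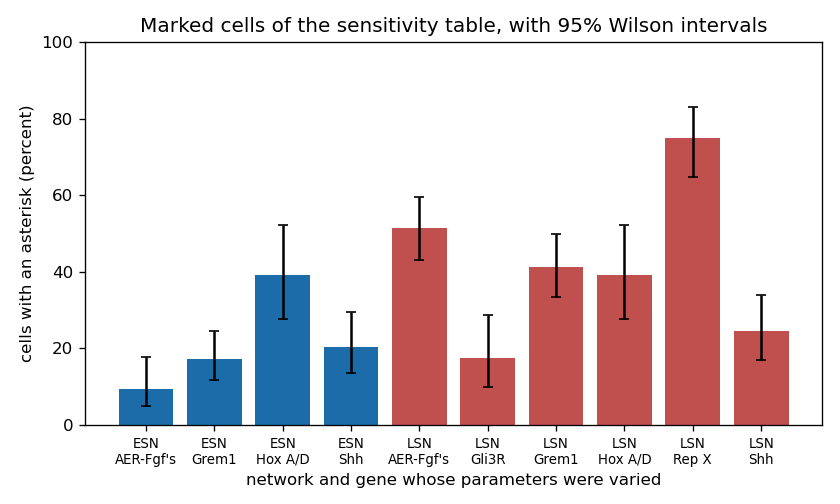
Percent of non-default cells with an asterisk (vertical axis, from 0 to 100) for each network and varied gene, with 95% Wilson intervals as error bars. The bars run from 9.52% for AER-Fgf's in the ESN to 75% for Repressor X in the LSN.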

|                           |  |           |           |           |           |           |           |          |          |          |       |        |        |        |
|---------------------------|--|-----------|-----------|-----------|-----------|-----------|-----------|----------|----------|----------|-------|--------|--------|--------|
| ESN, AER-<br><i>Fgf's</i> |  | pAF1=0.05 | pAF1=0.25 | pAF1=0.45 | pAF2=0.05 | pAF2=0.25 | pAF2=0.45 | aAF=0.05 | aAF=0.25 | aAF=0.45 |       |        |        |        |
| AER- <i>Fgf's</i>         |  | 1.19*     | 1.98      | 2.77*     | 1.95      | 1.98      | 1.98      | 6.56*    | 1.98     | 1.11*    |       |        |        |        |
| <i>Bmp4</i>               |  | 0.01      | 0.01      | 0.01      | 0.01      | 0.01      | 0.01      | 0.01     | 0.01     | 0.01     |       |        |        |        |
| <i>Fgf10</i>              |  | 1.94      | 1.98      | 1.98      | 1.19*     | 1.98      | 2.77*     | 1.98     | 1.98     | 1.94     |       |        |        |        |
| <i>Gli3R</i>              |  | 0.01*     | 0.01      | 0.01      | 0.01      | 0.01      | 0.01      | 0.01     | 0.01     | 0.01     |       |        |        |        |
| <i>Grem1</i>              |  | 1.99      | 1.99      | 1.99      | 1.99      | 1.99      | 1.99      | 1.99     | 1.99     | 1.99     |       |        |        |        |
| <i>Hox A/D</i>            |  | 1.80      | 1.80      | 1.80      | 1.80      | 1.80      | 1.80      | 1.80     | 1.80     | 1.80     |       |        |        |        |
| <i>Shh</i>                |  | 1.92      | 1.97      | 1.98      | 1.97      | 1.97      | 1.97      | 1.99     | 1.97     | 1.92     |       |        |        |        |
|                           |  |           |           |           |           |           |           |          |          |          |       |        |        |        |
| ESN, AER-<br><i>Fgf's</i> |  | K5=0      | K5=0.4    | K5=0.8    | K5=1.2    | K6=0      | K6=0.4    | K6=0.8   | K6=1.2   |          |       |        |        |        |
| AER- <i>Fgf's</i>         |  | 1.99      | 1.98      | 1.92      | 1.79      | 0.99*     | 1.98      | 1.98     | 1.99     |          |       |        |        |        |
| <i>Bmp4</i>               |  | 0.01      | 0.01      | 0.01      | 0.01      | 0.01      | 0.01      | 0.01     | 0.01     |          |       |        |        |        |
| <i>Fgf10</i>              |  | 1.98      | 1.98      | 1.97      | 1.97      | 1.92      | 1.98      | 1.98     | 1.98     |          |       |        |        |        |
| <i>Gli3R</i>              |  | 0.01      | 0.01      | 0.01      | 0.01      | 0.01      | 0.01      | 0.01     | 0.01     |          |       |        |        |        |
| <i>Grem1</i>              |  | 1.99      | 1.99      | 1.99      | 1.99      | 1.99      | 1.99      | 1.99     | 1.99     |          |       |        |        |        |
| <i>Hox A/D</i>            |  | 1.80      | 1.80      | 1.80      | 1.80      | 1.80      | 1.80      | 1.80     | 1.80     |          |       |        |        |        |
| <i>Shh</i>                |  | 1.97      | 1.97      | 1.97      | 1.96      | 1.90      | 1.97      | 1.97     | 1.97     |          |       |        |        |        |
|                           |  |           |           |           |           |           |           |          |          |          |       |        |        |        |
| LSN, AER-<br><i>Fgf's</i> |  | pAF=0.05  | pAF=0.25  | pAF=0.5   | pAF=0.75  | aAF=0.05  | aAF=0.25  | aAF=0.45 | aAF=0.65 | aAF=0.85 | K5=0  | K5=0.4 | K5=0.6 | K5=1.2 |
| AER- <i>Fgf's</i>         |  | 0.15*     | 0.57*     | 0.79      | 0.97*     | 6.48*     | 0.79      | 0.43*    | 0.35*    | 0.36*    | 0.00* | 0.72   | 0.79   | 1.15*  |
| <i>Bmp4</i>               |  | 0.40*     | 0.72*     | 0.92      | 1.02      | 1.07*     | 0.92      | 0.82*    | 0.71*    | 0.56*    | 0.40* | 0.68*  | 0.92   | 1.30*  |
| <i>Gli3R</i>              |  | 1.00*     | 0.01*     | 0.01      | 0.01      | 0.01*     | 0.01      | 0.02*    | 0.02*    | 0.03*    | 1.00* | 0.01   | 0.01   | 0.01   |
| <i>Grem1</i>              |  | 0.64*     | 0.36      | 0.31      | 0.28      | 0.27      | 0.31      | 0.33     | 0.37*    | 0.44*    | 0.64* | 0.38   | 0.31   | 0.22*  |
| <i>Hox A/D</i>            |  | 0.11*     | 1.85      | 1.95      | 1.97      | 2.00      | 1.95      | 1.77     | 1.62*    | 1.58*    | 0.06* | 1.93   | 1.95   | 1.98   |
| Rep <i>X</i>              |  | 0.00*     | 0.05      | 0.05      | 0.05      | 0.05      | 0.05      | 0.05     | 0.05     | 0.05     | 0.00* | 0.05   | 0.05   | 0.06   |
| <i>Shh</i>                |  | 0.02*     | 1.53*     | 1.77      | 1.85      | 1.96*     | 1.77      | 1.42*    | 1.25*    | 1.19*    | 0.00* | 1.74   | 1.77   | 1.86   |
|                           |  |           |           |           |           |           |           |          |          |          |       |        |        |        |
| LSN, AER-<br><i>Fgf's</i> |  | K6=0      | K6=0.4    | K6=0.6    | K6=1.2    | K7=0      | K7=0.4    | K7=0.6   | K7=0.8   | K7=1.2   | K8=0  | K8=0.4 | K8=0.8 | K8=1.2 |
| AER- <i>Fgf's</i>         |  | 0.72      | 0.79      | 0.80      | 0.71*     | 2.00*     | 0.79      | 0.51*    | 0.86     | 0.13*    | 0.60* | 0.79   | 0.76   | 0.74   |
| <i>Bmp4</i>               |  | 0.97      | 0.92      | 0.91      | 0.98      | 0.00*     | 0.92      | 1.15*    | 0.89     | 1.45*    | 1.06* | 0.92   | 0.94   | 0.95   |
| <i>Gli3R</i>              |  | 0.00*     | 0.01      | 0.03*     | 0.22*     | 0.01*     | 0.01      | 0.01*    | 0.01     | 1.00*    | 0.02* | 0.01   | 0.01   | 0.01   |
| <i>Grem1</i>              |  | 0.30      | 0.31      | 0.31      | 0.29      | 0.19*     | 0.31      | 0.37*    | 0.61*    | 0.87*    | 0.27* | 0.31   | 0.30   | 0.30   |
| <i>Hox A/D</i>            |  | 1.93      | 1.95      | 1.95      | 1.80      | 1.99      | 1.95      | 1.85     | 0.96*    | 0.09*    | 0.89* | 1.95   | 1.94   | 1.94   |
| Rep <i>X</i>              |  | 0.05      | 0.05      | 0.05      | 0.05      | 0.05      | 0.05      | 0.05     | 0.05*    | 0.00*    | 0.05  | 0.05   | 0.05   | 0.05   |
| <i>Shh</i>                |  | 1.73      | 1.77      | 1.77      | 1.71      | 1.93      | 1.77      | 1.56*    | 1.80     | 0.01*    | 1.40* | 1.77   | 1.75   | 1.74   |

|                   |          |          |          |          |          |          |          |          |          |         |         |         |         |
|-------------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|---------|---------|---------|---------|
| LSN, <i>Gli3R</i> | pR=0.05  | pR=0.25  | pR=0.45  | aR=0.05  | aR=0.25  | aR=0.45  | aR=0.65  | aR=0.85  | K9=0     | K9=0.4  | K9=0.8  | K9=1.2  |         |
| <i>AER-Fgf's</i>  | 0.73     | 0.79     | 0.82     | 0.68*    | 0.79     | 0.74     | 0.71*    | 0.69*    | 0.72     | 0.79    | 0.78    | 0.77    |         |
| <i>Bmp4</i>       | 0.96     | 0.92     | 0.90     | 0.96     | 0.92     | 0.95     | 0.97     | 0.98     | 0.96     | 0.92    | 0.93    | 0.94    |         |
| <i>Gli3R</i>      | 0.00*    | 0.01     | 0.02*    | 0.15*    | 0.01     | 0.01*    | 0.00*    | 0.00*    | 0.01     | 0.01    | 0.01    | 0.01    |         |
| <i>Grem1</i>      | 0.30     | 0.31     | 0.31     | 0.30     | 0.31     | 0.30     | 0.29     | 0.29     | 0.30     | 0.31    | 0.30    | 0.30    |         |
| <i>Hox A/D</i>    | 1.99     | 1.95     | 1.95     | 1.83     | 1.95     | 1.94     | 1.93     | 1.93     | 2.00     | 1.95    | 1.70*   | 1.43*   |         |
| <i>Rep X</i>      | 1.74     | 1.77     | 1.78     | 1.68     | 1.77     | 1.74     | 1.72     | 1.71     | 1.73     | 1.77    | 1.75    | 1.72    |         |
| <i>Shh</i>        | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05    | 0.05    | 0.05    |         |
| ESN, <i>Grem1</i> | pG1=0.05 | pG1=0.25 | pG1=0.45 | pG2=0.05 | pG2=0.25 | pG2=0.45 | pG3=0.05 | pG3=0.25 | pG3=0.45 | aG=0.05 | aG=0.25 | aG=0.45 | aG=0.65 |
| <i>AER-Fgf's</i>  | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98    | 1.98    | 1.98    | 1.95    |
| <i>Bmp4</i>       | 0.04*    | 0.01     | 0.01*    | 0.04*    | 0.01     | 0.01*    | 0.01*    | 0.01     | 0.01     | 0.00*   | 0.01    | 0.05*   | 0.12*   |
| <i>Fgf10</i>      | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98    | 1.98    | 1.98    | 1.97    |
| <i>Gli3R</i>      | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01    | 0.01    | 0.01    | 0.01    |
| <i>Grem1</i>      | 1.21*    | 1.99     | 2.78*    | 1.20*    | 1.99     | 2.78*    | 1.98     | 1.99     | 1.99     | 7.08*   | 1.99    | 1.11*   | 0.79*   |
| <i>Hox A/D</i>    | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80    | 1.80    | 1.80    | 1.80    |
| <i>Shh</i>        | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97    | 1.97    | 1.97    | 1.97    |
| ESN, <i>Grem1</i> | aG=0.85  | K0=0     | K0=0.4   | K0=0.8   | K0=1.2   | K1=0     | K1=0.5   | K1=0.8   | K1=1.2   | K2=0    | K2=0.3  | K2=0.8  | K2=1.2  |
| <i>AER-Fgf's</i>  | 1.87     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98    | 1.98    | 1.98    | 1.98    |
| <i>Bmp4</i>       | 0.19*    | 0.01     | 0.01     | 0.01     | 0.02     | 0.06*    | 0.01     | 0.01     | 0.01     | 0.01*   | 0.01    | 0.01    | 0.01*   |
| <i>Fgf10</i>      | 1.97     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98    | 1.98    | 1.98    | 1.98    |
| <i>Gli3R</i>      | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01    | 0.01    | 0.01    | 0.01    |
| <i>Grem1</i>      | 0.65*    | 2.00     | 1.99     | 1.92     | 1.77*    | 1.01*    | 1.99     | 1.99     | 1.99     | 2.97*   | 1.99    | 1.98    | 1.98    |
| <i>Hox A/D</i>    | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80    | 1.80    | 1.80    | 1.80    |
| <i>Shh</i>        | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97     | 1.97    | 1.97    | 1.97    | 1.97    |
| LSN, <i>Grem1</i> | pG1=0.05 | pG1=0.20 | pG1=0.45 | pG2=0.05 | pG2=0.30 | pG2=0.45 | pG3=0.05 | pG3=0.20 | pG3=0.45 | aG=0.05 | aG=0.25 | aG=0.45 | aG=0.65 |
| <i>AER-Fgf's</i>  | 0.51*    | 0.79     | 1.29*    | 0.29*    | 0.79     | 1.17*    | 0.11*    | 0.79     | 1.08*    | 0.94*   | 0.79    | 0.95*   | 0.19*   |
| <i>Bmp4</i>       | 1.13*    | 0.92     | 0.65*    | 1.39*    | 0.92     | 0.71*    | 1.53*    | 0.92     | 0.72*    | 0.85    | 0.92    | 0.80*   | 1.27*   |
| <i>Gli3R</i>      | 0.01*    | 0.01     | 0.01     | 0.02*    | 0.01     | 0.01     | 1.00*    | 0.01     | 0.01     | 0.01    | 0.01    | 0.01    | 1.00*   |
| <i>Grem1</i>      | 0.26*    | 0.31     | 0.39*    | 0.21*    | 0.31     | 0.37*    | 0.27*    | 0.31     | 0.38*    | 0.32    | 0.31    | 0.35*   | 0.33    |
| <i>Hox A/D</i>    | 1.85     | 1.95     | 1.98     | 1.55*    | 1.95     | 1.98     | 0.08*    | 1.95     | 1.97     | 1.97    | 1.95    | 1.96    | 0.16*   |
| <i>Rep X</i>      | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.00*    | 0.05     | 0.05     | 0.05    | 0.05    | 0.05    | 0.00*   |
| <i>Shh</i>        | 1.55*    | 1.77     | 1.89     | 1.23*    | 1.77     | 1.87     | 0.01*    | 1.77     | 1.85     | 1.83    | 1.77    | 1.82    | 0.04*   |
| LSN, <i>Grem1</i> | aG=0.85  | K0=0     | K0=0.4   | K0=1.0   | K0=1.2   | K1=0     | K1=0.4   | K1=0.8   | K1=1.2   | K2=0    | K2=0.3  | K2=0.8  | K2=1.2  |
| <i>AER-Fgf's</i>  | 0.10*    | 0.73     | 0.75     | 0.79     | 0.78     | 0.22*    | 0.79     | 0.70*    | 0.67*    | 0.99*   | 0.79    | 0.59*   | 0.84    |
| <i>Bmp4</i>       | 1.59*    | 0.96     | 0.95     | 0.92     | 0.93     | 1.48*    | 0.92     | 0.98     | 1.00     | 0.85    | 0.92    | 1.05*   | 0.92    |
| <i>Gli3R</i>      | 1.00*    | 0.01     | 0.01     | 0.01     | 0.01     | 0.03*    | 0.01     | 0.01     | 0.01     | 0.01    | 0.01    | 0.01    | 0.01    |
| <i>Grem1</i>      | 0.26*    | 0.30     | 0.30     | 0.31     | 0.30     | 0.21*    | 0.31     | 0.29     | 0.29     | 0.31    | 0.31    | 0.29    | 0.31    |
| <i>Hox A/D</i>    | 0.08*    | 1.93     | 1.94     | 1.95     | 1.94     | 1.40*    | 1.95     | 1.93     | 1.92     | 1.97    | 1.95    | 1.89    | 1.96    |
| <i>Rep X</i>      | 0.00*    | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05    | 0.05    | 0.05    | 0.05    |
| <i>Shh</i>        | 0.01*    | 1.74     | 1.75     | 1.77     | 1.76     | 1.11*    | 1.77     | 1.72     | 1.69     | 1.85    | 1.77    | 1.64    | 1.80    |

| ESN, <i>Hox A/D</i> | l=0.05 | l=0.15 | l=0.30 | l=0.45 | l=0.60 | aH=0.05 | aH=0.25 | aH=0.45 | aH=0.65 | aH=0.85 |
|---------------------|--------|--------|--------|--------|--------|---------|---------|---------|---------|---------|
| <i>AER-Fgf's</i>    | 1.95   | 1.98   | 1.98   | 1.98   | 1.98   | 1.98    | 1.98    | 1.98    | 1.98    | 1.97    |
| <i>Bmp4</i>         | 0.04*  | 0.01*  | 0.01   | 0.01   | 0.01   | 0.01    | 0.01    | 0.01    | 0.01*   | 0.02*   |
| <i>Fgf10</i>        | 1.12*  | 1.76*  | 1.95   | 1.98   | 1.98   | 1.99    | 1.98    | 1.93    | 1.83    | 1.69*   |
| <i>Gli3R</i>        | 0.04*  | 0.01*  | 0.01   | 0.01   | 0.01   | 0.01    | 0.01    | 0.01    | 0.01    | 0.02    |
| <i>Grem1</i>        | 1.13*  | 1.78*  | 1.96   | 1.99   | 1.99   | 2.00    | 1.99    | 1.94    | 1.84    | 1.70*   |
| <i>Hox A/D</i>      | 0.20*  | 0.60*  | 1.20*  | 1.80   | 2.40*  | 6.59*   | 1.80    | 1.00*   | 0.69*   | 0.53*   |
| <i>Shh</i>          | 1.16*  | 1.82   | 1.96   | 1.97   | 1.98   | 1.98    | 1.97    | 1.94    | 1.87    | 1.76*   |

| LSN, <i>Hox A/D</i> | l=0  | l=0.3 | l=0.6 | l=0.9 | l=1.2 | aH=0.05 | aH=0.25 | aH=0.45 | aH=0.65 | aH=0.85 |
|---------------------|------|-------|-------|-------|-------|---------|---------|---------|---------|---------|
| <i>AER-Fgf's</i>    | 0.79 | 0.76  | 0.75  | 0.74  | 0.74  | 0.79    | 0.79    | 0.66*   | 0.55*   | 0.49*   |
| <i>Bmp4</i>         | 0.92 | 0.94  | 0.95  | 0.95  | 0.95  | 0.92    | 0.92    | 1.01    | 1.10*   | 1.16*   |
| <i>Gli3R</i>        | 0.01 | 0.01  | 0.01  | 0.01  | 0.01  | 0.01    | 0.01    | 0.01*   | 0.03*   | 0.05*   |
| <i>Grem1</i>        | 0.31 | 0.30  | 0.30  | 0.30  | 0.30  | 0.31    | 0.31    | 0.28    | 0.26*   | 0.25*   |
| <i>Hox A/D</i>      | 1.95 | 3.14* | 4.34* | 5.54* | 6.74* | 9.66*   | 1.95    | 1.05*   | 0.69*   | 0.51*   |
| <i>Rep X</i>        | 0.05 | 0.05  | 0.05  | 0.05  | 0.05  | 0.05    | 0.05    | 0.05    | 0.05    | 0.05    |
| <i>Shh</i>          | 1.77 | 1.78  | 1.78  | 1.78  | 1.78  | 2.81*   | 1.77    | 1.52*   | 1.17*   | 0.90*   |

| LSN, <i>Rep X</i> | pX=0.0005 | pX=0.001 | pX=0.25 | pX=0.45 | aX=0.005 | aX=0.01 | aX=0.125 | aX=0.45 | aX=0.65 | aX=0.85 |
|-------------------|-----------|----------|---------|---------|----------|---------|----------|---------|---------|---------|
| <i>AER-Fgf's</i>  | 2.00*     | 0.79     | 0.05*   | 0.05*   | 0.19*    | 0.79    | 2.00*    | 2.00*   | 2.00*   | 2.00*   |
| <i>Bmp4</i>       | 0.02*     | 0.92     | 2.00*   | 2.00*   | 1.61*    | 0.92    | 0.02*    | 0.02*   | 0.02*   | 0.02*   |
| <i>Gli3R</i>      | 0.01*     | 0.01     | 1.00*   | 1.00*   | 0.03*    | 0.01    | 0.01*    | 0.01*   | 0.01*   | 0.01*   |
| <i>Grem1</i>      | 1.73*     | 0.31     | 0.00*   | 0.00*   | 0.16*    | 0.31    | 1.91*    | 1.91*   | 1.91*   | 1.91*   |
| <i>Hox A/D</i>    | 1.99      | 1.95     | 0.06*   | 0.06*   | 1.34*    | 1.95    | 1.99     | 1.99    | 1.99    | 1.99    |
| <i>Rep X</i>      | 0.03*     | 0.05     | 0.32*   | 0.38*   | 0.06*    | 0.05    | 0.01*    | 0.00*   | 0.00*   | 0.00*   |
| <i>Shh</i>        | 1.93      | 1.77     | 0.00*   | 0.00*   | 1.08*    | 1.77    | 1.93     | 1.93    | 1.93    | 1.93    |

| LSN, <i>Rep X</i> | K11=0 | K11=0.3 | K11=0.6 | K11=0.8 | K11=1.2 |
|-------------------|-------|---------|---------|---------|---------|
| <i>AER-Fgf's</i>  | 0.23* | 0.79    | 1.14*   | 1.37*   | 1.85*   |
| <i>Bmp4</i>       | 1.47* | 0.92    | 0.72*   | 0.60*   | 0.34*   |
| <i>Gli3R</i>      | 0.03* | 0.01    | 0.01    | 0.01    | 0.01*   |
| <i>Grem1</i>      | 0.19* | 0.31    | 0.37*   | 0.41*   | 0.55*   |
| <i>Hox A/D</i>    | 1.43* | 1.95    | 1.98    | 1.98    | 1.99    |
| <i>Rep X</i>      | 0.06  | 0.05    | 0.05    | 0.05    | 0.05*   |
| <i>Shh</i>        | 1.13* | 1.77    | 1.87    | 1.90    | 1.92    |

| ESN, <i>Shh</i>  | pS1=0.05 | pS1=0.25 | pS1=0.45 | pS2=0.05 | pS2=0.25 | pS2=0.45 | aS=0.05 | aS=0.25 | aS=0.45 | aS=0.65 | aS=0.85 |
|------------------|----------|----------|----------|----------|----------|----------|---------|---------|---------|---------|---------|
| <i>AER-Fgf's</i> | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98    | 1.98    | 1.98    | 1.98    | 1.98    |
| <i>Bmp4</i>      | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01     | 0.01    | 0.01    | 0.01    | 0.01    | 0.01*   |
| <i>Fgf10</i>     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98     | 1.98    | 1.98    | 1.98    | 1.98    | 1.98    |
| <i>Gli3R</i>     | 0.04*    | 0.01     | 0.01*    | 0.05*    | 0.01     | 0.01*    | 0.00*   | 0.01    | 0.05*   | 0.13*   | 0.25*   |
| <i>Grem1</i>     | 1.98     | 1.99     | 1.99     | 1.98     | 1.99     | 1.99     | 1.99    | 1.99    | 1.98    | 1.96    | 1.86    |
| <i>Hox A/D</i>   | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80     | 1.80    | 1.80    | 1.80    | 1.80    | 1.80    |
| <i>Shh</i>       | 1.19*    | 1.97     | 2.76*    | 1.18*    | 1.97     | 2.76*    | 6.74*   | 1.97    | 1.10*   | 0.76*   | 0.58*   |

| ESN, <i>Shh</i> | K3=0 | K3=0.45 | K3=0.8 | K3=1.2 | K4=0 | K4=0.35 | K4=0.8 | K4=1.2 |
|-----------------|------|---------|--------|--------|------|---------|--------|--------|
|-----------------|------|---------|--------|--------|------|---------|--------|--------|

|                  |      |      |      |      |      |      |       |       |
|------------------|------|------|------|------|------|------|-------|-------|
| <i>AER-Fgf's</i> | 1.98 | 1.98 | 1.98 | 1.98 | 1.98 | 1.98 | 1.98  | 1.98  |
| <i>Bmp4</i>      | 0.01 | 0.01 | 0.01 | 0.01 | 0.01 | 0.01 | 0.01  | 0.01  |
| <i>Fgf10</i>     | 1.98 | 1.98 | 1.98 | 1.98 | 1.98 | 1.98 | 1.98  | 1.98  |
| <i>Gli3R</i>     | 0.01 | 0.01 | 0.01 | 0.02 | 0.01 | 0.01 | 0.01* | 0.02* |
| <i>Grem1</i>     | 1.99 | 1.99 | 1.99 | 1.99 | 1.99 | 1.99 | 1.99  | 1.99  |
| <i>Hox A/D</i>   | 1.80 | 1.80 | 1.80 | 1.80 | 1.80 | 1.80 | 1.80  | 1.80  |
| <i>Shh</i>       | 1.99 | 1.97 | 1.92 | 1.79 | 1.98 | 1.97 | 1.90  | 1.75* |

| LSN, <i>Shh</i>  | pS1=0.05 | pS1=0.25 | pS1=0.45 | pS2=0.05 | pS2=0.25 | pS2=0.45 | aS=0.05 | aS=0.25 | aS=0.45 | aS=0.65 | aS=0.85 |
|------------------|----------|----------|----------|----------|----------|----------|---------|---------|---------|---------|---------|
| <i>AER-Fgf's</i> | 0.79     | 0.79     | 0.79     | 0.80     | 0.79     | 0.77     | 0.77    | 0.79    | 0.80    | 0.76    | 0.59*   |
| <i>Bmp4</i>      | 0.92     | 0.92     | 0.92     | 0.91     | 0.92     | 0.94     | 0.93    | 0.92    | 0.92    | 0.94    | 1.08    |
| <i>Gli3R</i>     | 0.04*    | 0.01     | 0.00*    | 0.05*    | 0.01     | 0.00*    | 0.00*   | 0.01    | 0.06*   | 0.16*   | 0.35*   |
| <i>Grem1</i>     | 0.31     | 0.31     | 0.31     | 0.31     | 0.31     | 0.30     | 0.30    | 0.31    | 0.31    | 0.30    | 0.25*   |
| <i>Hox A/D</i>   | 1.94     | 1.95     | 1.95     | 1.95     | 1.95     | 1.94     | 1.94    | 1.95    | 1.94    | 1.89    | 1.59    |
| <i>Rep X</i>     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05     | 0.05    | 0.05    | 0.05    | 0.05    | 0.05    |
| <i>Shh</i>       | 1.12*    | 1.77     | 2.42*    | 1.01*    | 1.77     | 2.52*    | 9.09*   | 1.77    | 0.96*   | 0.64*   | 0.43*   |

| LSN, <i>Shh</i>  | K3=0  | K3=0.4 | K3=0.65 | K3=1.2 | K4=0 | K4=0.4 | K4=0.7 | K4=1.2 |
|------------------|-------|--------|---------|--------|------|--------|--------|--------|
| <i>AER-Fgf's</i> | 0.74  | 0.79   | 0.79    | 0.79   | 0.76 | 0.77   | 0.79   | 0.80   |
| <i>Bmp4</i>      | 0.95  | 0.92   | 0.92    | 0.92   | 0.94 | 0.94   | 0.92   | 0.91   |
| <i>Gli3R</i>     | 0.01* | 0.01*  | 0.01    | 0.02*  | 0.01 | 0.01   | 0.01   | 0.01*  |
| <i>Grem1</i>     | 0.30  | 0.31   | 0.31    | 0.31   | 0.30 | 0.30   | 0.31   | 0.31   |
| <i>Hox A/D</i>   | 1.94  | 1.95   | 1.95    | 1.95   | 1.94 | 1.94   | 1.95   | 1.95   |
| <i>Rep X</i>     | 0.05  | 0.05   | 0.05    | 0.05   | 0.05 | 0.05   | 0.05   | 0.05   |
| <i>Shh</i>       | 1.96* | 1.90   | 1.77    | 1.40*  | 1.79 | 1.79   | 1.77   | 1.63   |

# Supplementary material for: The Relationship between Gene Network Structure and Expression Variation among Individuals and Species
**Source:** PLoS Genet. 2015 Aug 28;11(8):e1005398. doi: 10.1371/journal.pgen.1005398
**Supplement:** S1 Methods

**Supplementary Methods**

***Early Stage Model description***

Our model of the ESN (and LSN) is based on published experimental studies of genetic interactions, and as such incorporates the same genes that are included in these studies (Benazet et al., 2009 and Sheth et al, 2013). In the ESN, early expressed *Hox* genes activate *Fgf10*, *Shh* and *Grem1*. *Fgf10*, in turn, activate the AER-*Fgf*’s, which feedback to activate *Fgf10* and *Shh*. *Gli3R* is inhibited by *Shh* and inhibits *Grem1*, which inhibits *Bmp4*. *Bmp4*, however, activates *Grem1* and inhibits AER *Fgf*’s (Fig. 1A).

In our mathematical model of these interactions, *Hox* *A/D* (H) are fed into the system at a constant rate l and degrade with first order kinetics (linear degradation at a rate a_H_). The activity of *Grem1* (G) is positively controlled by the *Hox* genes and *Bmp4* (B). These interactions are modeled by Hill functions with maximal velocities p_G1_ and p_G3_ and half maximal induction concentrations K_0_ and K_2_. The half-life of *Grem1* is denoted by 1/a_G_. Also, *Grem1* is negatively regulated by *Gli3R* (R). This is again modeled by a Hill function with maximal velocity p_G2_ and half maximal induction concentration K_1_. The activity and concentration of *Shh* (S) is positively controlled by both the Aer-*Fgf*’s (AF) and *Hox A/D*. These interactions are modeled by Hill functions with maximal velocity p_S1_, p_S2_ and half maximal induction concentrations K_3,_ K_4_, respectively. The half-life of SHH is 1/a_S_. The activity and concentration of the AER-*Fgf*’s (AF) is positively controlled by *Fgf10* (F) and negatively controlled by *Bmp4*. These interactions are modeled by Hill functions with maximal velocity p_AF1_, p_AF2_ and half maximal induction concentrations K_5,_ K_6_, respectively. The half-life of the AER-*Fgf*’s is 1/a_AF_. The activity and concentration of *Fgf10* (F) is positively controlled by both *Hox A/D* and the AER-*Fgf*’s (AF). These interactions are modeled by Hill functions with maximal velocity p_F1_, p_F2_ and half maximal induction concentrations K_7,_ K_8_, respectively. The half-life of *Fgf10* is 1/a_F_. *Gli3R* (R) is inhibited by *Shh* (S) following Hill function kinetics with maximal velocity p_R_ and half maximal induction concentrations K_9_. Its half-life is equal to 1/a_R_. Finally, *Bmp4* (B) is inhibited by *Grem1* (G) following Hill function kinetics with maximal velocity p_B_ and half maximal induction concentrations K_10_. Its half-life is equal to 1/a_B_. A common Hill exponent *n* is used in all equations. The system of ordinary differential equations that describes the interactions among these genes is the following. Parameter values are given in Supplementary Table 2.

***Late Stage Model description***

In the LSN, later expressed *Hox* genes activate *Grem1* and *Shh*, and are themselves activated by the AER-*Fgf*’s and inhibited by *Gli3R*. *Bmp4* inhibits AER Fgf’s and activates *Grem1*, while *Grem1* inhibits *Bmp4*. Finally, the AER-*Fgf*’s activate *Shh*, and *Shh* inhibits *Gli3R* which in turn inhibits Grem 1 (Fig. 1B). In the LSN, we also include the AER-*Fgf*’s activated Repressor *X* that represses *Grem1* expression.

In our mathematical model of these interactions, *Hox A/D* (H) degrades with first order kinetics (linear degradation at a rate a_H_). It is positively regulated by the AER-*Fgf*’s (AF) and negatively regulated by *Gli3R* (R) according to Hill function kinetics with maximal velocities p_H2_ and p_H1_ and half maximal induction concentrations K_9_ and K_8_ , respectively. The activity of *Grem1* (G) is positively regulated by *Hox A/D* (H) and *Bmp4* (B), inhibited by *Gli3R* (R) and Repressor *X* and degrades with first order kinetics at a rate a_G_. The regulations are modeled with Hill functions with maximal velocities p_G1_, p_G3_, p_G2_, d_G_ and half maximal induction concentrations K_0_, K_2_, K_1_, K_10_, respectively. The activity and concentration of *Shh* (S) is positively controlled by both the AER-*Fgf*’s (AF) and *Hox A/D*. These interactions are modeled by Hill functions with maximal velocity p_S1_, p_S2_ and half maximal induction concentrations K_3,_ K_4_, respectively. The half-life of *Shh* is 1/a_S_. The activity and concentration of the AER-*Fgf*’s (AF) are negatively controlled by *Bmp4* (B) according to a Hill function with maximal velocity p_AF_ and half maximal induction concentration K_5_. The half-life of the AER-*Fgf*’s is 1/a_AF_. The equations governing the rates of change of the activity and concentration of *Gli3R* (R) and *Bmp4* (B) remain the same as in the early stage model, except the maximal induction concentrations are now denoted by K_6_ and K_7_, respectively. A common Hill exponent *n* is used in all equations except that for Repressor *X*. Repressor *X* is activated by the AER-*Fgf*’s (AF) with maximal velocity p_X_ and maximal induction concentrations K_11_. Its half life is 1/a_X_. Its activation is modeled by a Hill function with exponent m. The parameter values are given in Supplementary Table 2. The system of ordinary differential equations that describes the interactions among these genes is the following.

**Supplementary Table 2**. Starting parameter values for the early and late stage networks (in parentheses), including the range of parameters used for the sensitivity analyses.

| **Parameter (Early Stage)** | **Units** | **Sensitivity Analysis Range (default values in parentheses)** |
| --- | --- | --- |
| n | dimensionless | 1-6 (3) |
| l | hrs^-1^ | 0.05-0.60 (0.45) |
| a_H_, a_S_, a_G_, a_F_, a_R_, a_B_ | hrs^-1^ | 0.05-0.85 (0.25) |
| a_AF_ | hrs^-1^ | 0.05-0.45 (0.25) |
| p_G1_, p_G2_, p_G3_, p_S1_, p_S2_, p_AF1_, p_AF2_, p_F1_, p_F2_, p_R_, p_B_ |  | 0.05-0.45 (0.25) |
| K_0_ |  | 0-1.2 (0.4) |
| K_1_ |  | 0-1.2 (0.5) |
| K_2_ |  | 0-1.2 (0.3) |
| K_3_ |  | 0-1.2 (0.45) |
| K_4_ |  | 0-1.2 (0.35) |
| K_5_, K_6_, K_7_, K_8_, K_9_, K_10_ |  | 0-1.2 (0.4) |
| **Parameter (Late Stage)** | **Units** | **Sensitivity Analysis Range** |
| n | dimensionless | 1-6 (3) |
| m | dimensionless | 4-8 (6) |
| d_G_ | hrs^-1^ | 10-200 (100) |
| l | hrs^-1^ | 0.0-1.2 (0) |
| a_H_, a_G_, a_S_, a_AF_, a_R_ | hrs^-1^ | 0.05-0.85 (0.25) |
| p_H1_, p_H2_, p_S1_, p_S2_, p_R_, p_B_ |  | 0.05-0.45 (0.25) |
| K_8_, K_9_, |  | 0-1.2 (0.4) |
| p_G1_, p_G3_ |  | 0.05-0.45 (0.20) |
| p_G2_ |  | 0.05-0.45 (0.30) |
| K_0_ |  | 0-1.2 (1.0) |
| K_1_, K_6_,K_7_ |  | 0-1.2 (0.4) |
| K_2_ |  | 0-1.2 (0.3) |
| K_10_ |  | 0-1.2 (0.1) |
| K_3_ |  | 0-1.2 (0.65) |
| K_4_ |  | 0-1.2 (0.7) |
| p_AF_ |  | 0.05-0.75 (0.5) |
| K_5_ |  | 0-1.2 (0.6) |
| a_B_ | hrs^-1^ | 0.05-0.85 (0.125) |
| a_X_ | hrs^-1^ | 0.005-0.85 (0.01) |
| p_X_ |  | 0.0005-0.45 (0.001) |
| K_11_ |  | 0-1.2 (0.3) |

***Among individual variation in gene expression (qPCR)***

*Embryo collection –* All procedures were within guidelines of the University of Illinois at Urbana-Champaign IACUC. Female ICR mice were set up in the late afternoon with a male of the same strain. The next morning the female was examined for the presence of a semen plug in the vagina. By convention, the mating was recorded to take place at 12:00am that day, thus by 12:00pm on the day the plug was found the embryos were at E0.5. At the appropriate stage pregnant females were euthanized by CO_2_ asphyxiation and death was confirmed by cervical dislocation. The uterus was immediately removed and placed in a sterile petri dish in RNase-free PBS and embryos quickly dissected out. Forceps were sprayed down with RNase*AWAY* (Molecular BioProducts #7000) before being used. Embryos were placed into RNA*later* (Qiagen #76106) promptly following dissection and stored overnight at 4°C before being moved to a -20°C freezer.

*Forelimb collection* – Forelimbs from each embryo (8 embryos/litter) were removed with forceps and microsurgical scissors that had been treated with RNase*AWAY*. Dissection was performed in the storage media, RNA*later* to reduce RNA degradation. The two forelimbs from each embryo were pooled. Forelimbs were stored in RNA*later* at -20ºC until RNA purification was carried out. Tissue was stored in RNA*later* for no longer than 3 weeks prior to purification.

*RNA Purification* - The E.Z.N.A. Total RNA Kit I (OMEGA bio-tek #R6834) was used to purify RNA. If RNA*later* froze, samples were incubated at 37ºC until thawed (10 minutes). The animal tissue protocol was followed according to the manual. To homogenize tissues a Tissuemiser (Fisher Scientific) was used. Before and in between each use the homogenizer tip was cleaned with RNase-free ethanol and washed with RNase-free water. DNase I digestion was not performed. RNA was eluted in 40µL DEPC water, concentration measured on a NanoDrop (ND-1000), and stored at -80°C. RNA concentrations ranged from 20-300ng/μL (higher concentration for older stages). Filter tips were used for RNA purification to avoid contamination. Bench-top and pipettes were wiped with RNase*AWAY* prior to beginning the protocol. Most samples had an A_260_/A_280_ ratio ranging from 1.70 to 2.11, a few were above or below this. No further purity testing was done with the RNA (Bioanalyzer or similar).

*cDNA Synthesis* – cDNA was synthesized using the SuperScript III Reverse Transcriptase kit (Invitrogen #18080). When possible, 1µg of total RNA was used for cDNA synthesis. If RNA concentration was low (due to size of forelimbs) 11µL of RNA was used in the reaction. 1µL of 50µM oligo d(T)23 VN (New England BioLabs #S1327S) was combined with 1µL 10mM dNTP Mix (New England BioLabs #N0447S). Reaction was incubated at 65°C for 5 minutes then placed on ice for at least 1 minute. The rest of the reaction was carried out according to the Invitrogen protocol with the exception that RNase inhibitor was not added. Reaction was incubated for 1 hour at 50°C and then stopped with incubation at 75°C for 10 minutes. Samples were centrifuged briefly and concentration measured with a NanoDrop before being stored at -20°C.

*Primers for qPCR* – Primers were designed with NCBI PrimerBLAST or taken from literature. See Supplementary 3 for genes, accession numbers, primer sequence, and literature citations (if appropriate). Primers were synthesized by either Sigma-Aldrich or IDT. Primers were purified by the manufacturers using standard desalting. They were reconstituted in RNase-free water at 100μM and then a stock solution was made with 160μL water and 20μL each of forward and reverse primer. An *in* *silico* test of primer specificity was done using PrimerBLAST and all were specific to their templates at the time of design.

**Supplementary Table 3.** Primers for qPCR.

| **Gene** | **Accession #** | **Sequence** | **Size** | **Citation** |
| --- | --- | --- | --- | --- |
| *Act-b* | NM_007393.3 | F: CCGCGAGCACAGCTTCTTTG  R: CGCAGCGATATCGTCATCCAT | 82 | n/a |
| *Bmp4* | NM_007554.2 | F: TAGTGCCATTCGGAGCGAC  R: AGTCCATGATTCTTGGGAGCC | 88 | n/a |
| *Fgf8* | NM_010205.2 | F: CAACAAGCGCATCAACGC  R: GAACTCGGACTCTGCTTCCAA | 92 | n/a |
| *Fgf10* | NM_008002.4 | F:CCGTACAGTGTCCTGGAGATAACAT  R: CATGGCTAAGTAATAGTTGCTCTTGAT | 84 | (8) |
| *Gli3* | NM_008130 | F: CTCCCATTCCCAATCCCTATC  R: GGGAGGTCAGCAAAGAACTCAT | 74 | (9) |
| *Grem1* | NM_011824.4 | F: AAGTGACAGAATGAATCGCACC  R: GGACTGGGTCTGCTCAGAGT | 157 | n/a |
| *Shh* | NM_009170.3 | F: ACCCAACTCCGATGTGTTCCGTTA  R: TATAACCTTGCCTGCTGTTGCTGC | 110 | (10) |

*qPCR Reaction Conditions* – The *Power* SYBR Green PCR Master Mix (Applied Biosystems #4367659) was used for qPCR. It contains everything except primers. A reaction volume of 15µL was set up (7.5µL Master Mix, 2µL water, 0.5µL primer mix (forward and reverse combined), and 5µL 4ng/µL cDNA). Reactions were mixed at room temperature and filter tips were used for all samples. Samples were set up in triplicate in 384-well clear plates from Applied Biosystems (#4309849) and covered with Optical Adhesive Covers (Applied Biosystems #4360954). The Applied Biosystems 7900HT Fast RealTime PCR System was used to analyze samples using the Standard Curve method. The standard curve was a series of 1:5 dilutions that were done with every plate for each gene analyzed. The cDNA from the standard curve was purified from the combined forelimbs and hindlimbs of an E10.5 mouse. The default reaction conditions of 40 cycles of 15s at 95.0°C and 1 min at 60.0°C was done, followed by a dissociation curve each time. Due to the number of samples and space limitations on the plate, the 72 total samples analyzed were spread over two to three plates, with a standard curve set up from the same cDNA stocks on each plate.

*Data Analysis* – SDS 2.4.1 (Applied Biosystems) was used to analyze the data. Outliers were removed and any wells that failed to amplify were also omitted. Data were exported to Excel, and quantities for target genes were normalized to the reference gene (beta-actin) by dividing the mean reading for the target (out of 3 replicates) by the mean reading for the reference gene. The slopes of the standard curves for *beta-actin* were consistently between -3.3 to -3.4 and an R^2^ of 0.99 for all runs. The target genes were more variable: for *Bmp4* m=-2.93 to -3.2 and R^2^ = 0.984 to 0.991, for *Fgf8* m=-3.0 to -3.2, R^2^ = 0.979 to 0.988, for *Fgf10* m=-2.97 to -3.4 and R^2^ = 0.984 to 0.991, for *Shh* m=-2.73 to -3.67 and R^2^ = 0.982 to 0.991, and for *Grem1* m=-2.79 to -3.57 and R^2^ = 0/971 to 0.989. For all genes the dissociation curve was consistent with a single product.

***Gene expression variation among species (RNASeq)*** – Embryonic mice and opossums were obtained from timed matings in the breeding colonies housed in the Sears Lab at the University of Illinois. Pig embryos were obtained through timed ovulations following inseminations at the University of Illinois pig farm. Bat embryos were obtained from field collections in Trinidad. Limbs were removed from these embryos and used to perform RNASeq analysis.

Resulting RNASeq sequences were preprocessed to remove Illumina adaptors and bases with qualities below 20 at the read's end were trimmed. The preprocessed libraries where then aligned to their corresponding reference genomes. For mouse, opossum, and pig, we used the Ensembl reference genomes and annotation files corresponding to assemblies, GRCm38, BROADO5, and Sscrofa10.2, respectively. The bat species we are using (*Carollia perspicillata*) does not have a published genome. We initially attempted to align the processed reads against *Myotis lucifugus*, a different bat species with an available genome sequence and gene annotation in ENSEMBL. However, the mapping (using Tophat) resulted in only ~9% alignment rates. For this reason, we resorted to a de novo transcriptome assembly strategy for our bat data. To do this, we pooled all bat libraries and fed them into Trinity (1), a de-novo transcript assembly tool. Trinity predicted 350,733 gene isoforms which were filtered to keep only those matching (blastx, E-value < 1e-20) (2) the protein sequences of the SwissProt database (3). 

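Each of the 16 bat tables lists the same 27026 genes, which are Trinity components named by number without gene names, and assigns them 88930 isoforms in all. Of these genes, 17658 have 1 isoform, and the largest number of isoforms of a gene is 158. The length of a gene, as the authors' tables give it, has a median of 902 bases and starts at 201 bases, and 5598 genes (20.7%) are shorter than 300 bases. A rounded count of at least 1 in at least 1 library was found for 25583 genes, and 1443 genes had none in any library.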

This resulted in 88,930 gene sequences. These sequences were used as references for the mapping of  the RNA-seq libraries (RSEM, which internally uses bowtie). With this *de novo* assembly, the bat alignment rates improved by an order of magnitude, being, on average, 90%. This enormous improvement in mappability convinced us to use this *de novo* transcriptome for all our bat analyses.

For the species with a reference genome (mouse, opossum, and pig) we aligned the reads using STAR (4) and then used Cufflinks (5) to compute their gene expression. For bat, read alignment and gene expression were computed with RSEM (6) using as reference sequences the 57,349 gene isoforms previously described. 

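In the bat tables, the authors' FPKM is normalized for effective length. The effective length listed for a gene is near 0 for the shortest assembled genes and is 0 in every library for 1449 genes. For short genes, the FPKM is not simply the gene's expected count over that length, scaled to library size. Genes under 300 bases took between 21.5% and 29.6% of a library's summed FPKM and between 0.0440% and 0.0662% of its expected counts. A single gene, comp91948_c0, with a length of 228 bases and an effective length of 1.94, took from 9.81% to 21.0% of the summed FPKM (median 16.8%, n = 16 libraries) and a median of 0.0153% of the expected counts. Size factors after the median-of-ratios method that the paper cites were computed from the FPKM of the 15003 genes above 0 in all 16 libraries, and they ranged from 0.925 to 1.05. These factors are not in the tables, whose FPKM values come before that step.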

For all four species, gene expression values were normalized as fragments per kilobase of transcript per million mapped reads (FPKM), and to account for differences in the mass composition between samples we performed normalization across corresponding samples as described by Anders et al., 2010 (7).

We analyzed the conservation of the gene expression profiles of bat, mouse, opossum, and pig across embryonic limb development using the mean of all species pairwise Spearman coefficients ( c ):

Where r i , j is the Spearman coefficient between species i and j at a given stage, and

k is the total number of species under study. 

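For the bat forelimb libraries labelled ES and LS, Pearson coefficients of log2(FPKM + 1) were computed beside the Spearman coefficients over the same 20090 genes. The Pearson coefficient was 0.948 within ES (1 pair), 0.908 within LS (1 pair) and 0.904 on average between stages (n = 4 pairs), where the Spearman coefficients were 0.915, 0.883 and 0.872. Limiting the Spearman coefficient to genes with a mean FPKM of at least 1 gave 0.929, 0.880 and 0.867 in the same order. The paper chose the Spearman coefficient for its resistance to outliers.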

We used the Spearman rather than Pearson coefficient, as the former is more robust against outliers.

References

1. Grabherr MG*, et al.* (2011) Full-length transcriptome assembly from RNA-Seq data without a reference genome. *Nat Biotechnol* 29(7):644-652.

2. Camacho C, *et al.* (2009) BLAST+: Architecture and applications. *BMC Bioinformatics* 10:421.

3. Bairoch A & Apweiler R (1997) The SWISS-PROT protein sequence data bank and its supplement TrEMBL. *Nucleic Acids Res* 25(1):31-36.

4. Dobin A, *et al.* (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29:15-21.

5. Trapnell C*, et al.* (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat Biotechnol* 28(5):511-515.

6. Li B & Dewey CN (2011) RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12:323.

7. Anders S & Huber W (2010) Differential expression analysis for sequence count data. *Genome Biol* 11:R106.

8. Kruger C & Kappen C (2010) Expression of cartilage developmental genes in *Hoxc8*- and *Hoxd4*- transgenic mice. *PLoS One* 5:e8978.

9. Renault MA (2010) *Sonic hedgehog* induces angiogensis via Rho kinase-dependent signaling in endothelial cells. *J Mol Cell Cardiol* 49:490-498.

10. Desouza LA, *et al.* (2011) Thyroid hormone regulates the expression of the *Sonic hedghog* signaling pathway in the embryonic and adult mammalian brain. *Endocrinology* 152:1989-2000.

How the deposited data were processed for this re-analysis (not part of the article)

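Limbs of bat embryos (Carollia perspicillata) were sequenced as RNASeq libraries. Files for 16 bat libraries were analysed: forelimbs and hind limbs at stages 13, 14 and 15, with 3 libraries per limb at stages 13 and 14 and 2 per limb at stage 15. Conditions and replicate numbers came from the labels. The 4 forelimb libraries labelled with the terms ES and LS were taken as the paper's bat libraries. Files for mouse, opossum and pig were not among those analysed here, so the paper's coefficients among species were not computed.

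The authors trimmed the reads, assembled the pooled bat libraries with Trinity, kept sequences with a SwissProt match and ran RSEM, which uses bowtie internally. The deposited expected counts are RSEM's estimates of reads per gene and are not normalized. The deposited TPM values are scaled by the authors' RSEM run so that each library sums to about the same total, and they were not used. The deposited FPKM values are normalized by the authors for effective length and library size, but not by the size factors that the paper names. Gene lengths and effective lengths are given in the same files. Of the steps that the paper describes for the bat, the files include RSEM's FPKM and not the normalization across samples.

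The sum of expected counts per library ranged from 13600741 to 61814821, with a median of 22714005. In terms of precision, 3 counts correspond to between 0.0485 and 0.221 counts in 1000000. The 16 tables hold the same 27026 genes in the same order. To look for duplicated libraries, the rounded counts of each of the 14 pairs of libraries within a group were compared by chi-square, which gave from 18.9 to 72.2 per degree of freedom, so no pair was a copy.

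Tests between groups used edgeR's quasi-likelihood test (version 4.0.16, R version 4.3.3) with robust fitting on expected counts rounded to whole numbers, TMM normalization, and genes with a rounded count of at least 10 in at least as many libraries as the smaller group. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted. Only the 2 groups of a comparison entered its fit. The 7 comparisons were stage 15 against 14 and stage 14 against 13 in each limb, and forelimb against hind limb at each stage. The fit of ES against LS used 2 libraries each. For the 4 comparisons with 3 libraries in each group, all 10 splits of the 6 libraries were fitted. Spearman coefficients were computed from FPKM over the genes with an FPKM above 0 in at least 1 of the libraries compared. The limbs were compared at each stage by an exact permutation test of the mean coefficient within limbs minus that between limbs. The coefficient of variation (CoV) between libraries of a group was taken as SD over mean for each pair of libraries, as the median over genes with a mean size-factor-normalized FPKM of at least 1, averaged over pairs. Because the identifiers carry no gene names, the only genes named from the tests are the gene with the largest rise and the gene with the largest fall among those past the threshold between ES and LS and changed the same way in all 4 pairs of ES and LS libraries.

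For matched depth, rounded counts were thinned at random to the lowest total of the libraries compared, and for FPKM the deposited value was multiplied by the share of the gene's count that remained. An earlier version recomputed FPKM from gene counts and effective lengths, and was replaced after its values were seen, because its FPKM differed from the deposited FPKM for short genes. The cells of S1 Table were read from the supplementary file, and Wilson intervals at 95% were computed for each share.

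Alternatives set before the files arrived were DESeq2 (version 1.42.0) with its size factors and Wald test, RLE factors in edgeR, no filter or a stricter filter on low counts, all 16 libraries in one fit with 6 groups, the replicate number as a block, each library left out in turn, the third stage 14 forelimb library added, other FPKM filters, expected counts or Pearson coefficients in place of Spearman coefficients of FPKM, FPKM without size factors, and other ways of counting S1 Table. Matched depth, genes of 1000 bases or more and replicate blocks in the interaction of stage 15 against 14 with limb were added after the files were seen.

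Scripts ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The edgeR fit was tested on simulated counts with 200 genes changed 4-fold in either direction: it recovered 100% of them, and 5.66% of the genes past the threshold were not among those changed. DESeq2 recovered 99.5% of them with 6.13% false. The changed genes were drawn only from genes with many counts in all ES and LS libraries, and every gene had the same dispersion. These shares therefore do not describe genes with few counts, smaller changes or comparisons with more spread between libraries. Simulated Spearman coefficients were within 1.71% of their known values. A simulated median of pairwise CoV was within 0.399% of its known value, which is 0.1349 for values with SD 0.2 and mean 1. The measure therefore runs below SD over mean by construction.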

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

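The bat files allowed a count of genes that changed within the species, which the paper does not report. Of 14704 genes tested between ES and LS forelimbs (2 libraries each), 1550 (10.5%) passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, 1067 higher in LS and 483 lower. All 1550 had the same direction in each of the 4 pairs of ES and LS libraries. They were selected by a test on the same libraries, so this is no separate support. The largest rise was that of comp38070_c0, with a log2 fold change of 8.954 (standard error 1.129, adjusted p = 0.0007885 from edgeR's quasi-likelihood test) from 0 counts in both ES libraries to 38 and 64 in the LS libraries, a change whose size depends on the small count that edgeR adds to 0. The largest fall was that of comp54170_c0, with a log2 fold change of -7.912 (standard error 1.913, adjusted p = 0.03532 from the same test), from 10 and 53 counts in ES to 0 in both LS libraries. Both standard errors were back-computed as the absolute log2 fold change divided by the square root of the test's F statistic. With 0 counts in a whole group, they do not measure the sampling error of the change. With the libraries thinned to the lowest total, 1566 genes passed, and among genes of 1000 bases or more 1312 passed, so neither depth nor short assembled genes accounted for the count. Both of these predictions were written after the result was seen. With 2 libraries per group no split of the samples was counted. The change may reflect the stage, but reads shared between paralogs and reads from another source were not tested, since the files hold no reads, and the pattern cannot be told apart from them.

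The same contrast in the hind limb, with 3 stage 14 and 2 stage 15 libraries, gave 761 genes of 15305 tested, or 4.97% (572 higher at stage 15 and 189 lower). At matched depth 750 passed, and among genes of 1000 bases or more 689. The difference in change between the limbs was tested with an interaction term over the 10 libraries of stages 14 and 15, and 0 of 15783 genes passed. That fit ignored the replicate numbers. Libraries of the 2 limbs with the same number deviated together at stage 14 (correlation 0.195) and at stage 15 (0.211). The values for different numbers (-0.0981 and -0.211) largely follow from these, since deviations are taken from the group mean, and are no separate comparison. With the replicate number as a block within each stage, a fit added after the data were seen, 2 genes passed (1 with a higher change in the forelimb and 1 with a lower one), with 9 at matched depth and 2 among genes of 1000 bases or more. With the number as a block across the stages, also added later, 0 passed. The pairing is taken from the labels. Beyond the few genes that passed with the block within each stage, the larger count in the forelimb is not shown to be a difference between limbs. No more than these 2 technical explanations was tested.

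Between stages 13 and 14, 444 of 14630 genes (3.04%) changed in the forelimb (322 higher at stage 14 and the rest lower) and 1596 of 15007 (10.6%) in the hind limb (633 higher and 963 lower), with 3 libraries in each group. At matched depth the counts were 404 and 1539, and among genes of 1000 bases or more they were 470 and 1592. In each limb 1 of the 10 splits of the 6 libraries, the true one, gave as many genes, and the other 9 splits gave 0. A share of 1 in 10 is the smallest that 3 libraries against 3 allow, so the splits cannot rule out chance. In stage 13 hind limbs, 24.2% to 25.7% of genes under 300 bases had a rounded count of at least 1. At stage 14 the share was 11.6% in replicates 1 and 2 and 19.8% in replicate 3. Leaving out replicate 3 of stage 14 gave 2194 genes, and leaving out any other hind limb library gave from 322 to 1276. In the hind limb, stage cannot be fully told apart from this difference between libraries. In the forelimb, 2 of the stage 14 libraries carry the ES label and no stage 13 library does. Fits of single stage 14 forelimb libraries against the 3 stage 13 libraries gave 2 and 0 genes for those labelled ES and 0 for the library labelled with a stage number, which by the prediction written beforehand leaves the label wording batch as a candidate explanation, although fits with 1 library in a group pass too few genes to weigh it. The difference in count between the limbs was not tested.

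Forelimb and hind limb differed in 0.0747% of 14729 genes at stage 13 (4 higher in the forelimb and 7 lower), 0.155% of 14829 at stage 14 (17 and 6) and 0.823% of 14826 at stage 15 (101 and 21). At matched depth the counts were 8, 25 and 120, and among genes of 1000 bases or more they were 9, 23 and 93. At stages 13 and 14, 1 of the 10 splits of the 6 libraries gave as many genes; the other splits gave 0 at stage 13 and at most 13 at stage 14. At stage 15 the 2 forelimb libraries carry the LS label and 0 hind limb libraries do, so the label wording batch and the limb cannot be told apart, which was written after the result was seen. The other predictions for these limb counts and for stage 14 against 13 were written before. At stage 14, single forelimb libraries were also fitted against the 3 hind limb libraries. The library labelled with a stage number passed fewer genes than those labelled ES. By the prediction written beforehand this leaves the label wording batch as a candidate explanation at that stage. Fits with 1 library in a group pass too few genes to weigh it.

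At stage 13, leaving out forelimb replicate 3 raised the count from 11 to 1190, while each other library left out gave between 5 and 7. A mislabelled library is a candidate explanation, predicted after that value was seen but before its test. On a score of the genes that differ between the limbs at stage 15, forelimb replicate 3 lay at 0.4019 on a scale where the stage 13 hind limb mean is 0 and the mean of the other forelimb libraries is 1. The score did not separate the limbs at stage 14, where the lowest forelimb score was 1.483 and the highest hind limb score 1.577, so the test cannot tell. Of genes under 300 bases, 23.1% had a rounded count of at least 1 in forelimb replicate 3. The share was 24.2% to 25.7% in the stage 13 hind limb libraries, but 11.7% and 8.90% in forelimb replicates 1 and 2. Without forelimb replicate 3, limb therefore cannot be told apart from this difference between libraries.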

How the results depend on the processing

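The alternatives were set before the processed files arrived, apart from matched depth, genes of 1000 bases or more and the blocks in the interaction of stage and limb, which were added after seeing the data. Across 32 results, 191 alternative values were computed, and 14 results stayed within the limits set for their kind under every alternative. Counts of genes were taken as unchanged within 1.5 times the main count, results with a test while their direction and their side of the threshold of 0.05 held, Spearman coefficients within the SD between pairs of libraries (0.0191 for those within a stage and 0.0098 for those between stages), CoV within the pooled SD of 0.0439, and S1 Table shares inside their Wilson interval. These limits are wide for some of the 14 results. For example, the limb contrast at stage 13 ran from 0.004745 over genes of 1000 bases or more to 0.05272 without forelimb replicate 3 (main value 0.03073, exact permutation p of at least 0.2 in each), the CoV in stage 14 forelimbs fell from 0.1186 to 0.08819 with a mean FPKM of at least 10, and the share for AER-Fgf's in the ESN fell from 9.524% to 6.723% with default columns in the denominator.

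Between ES and LS forelimbs the main count of 1550 genes became 2502 without a filter on low counts, 2475 with the replicate block, and from 1022 to 2371 across the 4 fits that each left out one library. In the other comparisons the main counts were 761 (hind limb stage 15 against 14), 444 (forelimb stage 14 against 13), 1596 (hind limb stage 14 against 13), and, for forelimb against hind limb, 11 at stage 13, 23 at stage 14 and 101 higher with 21 lower at stage 15. DESeq2 gave 1366, 1244, 2587, 127, 176 and 202 in the same order. All 16 libraries in one fit gave 738 for forelimb stage 14 against 13, 53 for the limbs at stage 13 and 7 at stage 15. Without a filter on low counts the limbs differed in 34, 35 and 347 genes at the 3 stages, and with at least 10 counts in every library in 5 at stage 13. DESeq2 and the 16-library fit estimate the spread between libraries differently from edgeR's fit of the groups compared, and that could explain counts such as 1244 and 7.

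Leaving out each library in turn gave from 98 to 880 genes for hind limb stage 15 against 14, from 75 to 676 for forelimb stage 14 against 13, from 322 to 2194 for hind limb stage 14 against 13, and from 5 to 1190, 8 to 43 and 92 to 448 for the limbs at stages 13, 14 and 15.

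The replicate numbers in the labels were tested as a pairing. For stage 15 against 14, the replicate block took the count from 1550 to 2475 in the forelimb (ES against LS) and from 761 to 1086 in the hind limb. For stage 14 against 13 it went from 444 to 851 in the forelimb and from 1596 to 1775 in the hind limb. For the limbs it was 12 against 11 at stage 13, 23 against 23 at stage 14, and 236 against 101 higher and 21 lower at stage 15. Across genes, deviations from the group mean correlated by 0.111 in libraries with the same number and -0.111 in libraries with different numbers for ES against LS, by 0.122 and -0.0621 for forelimb stage 14 against 13, and, for the limbs, by 0.195 and -0.0981 at stage 14 and by 0.211 and -0.211 at stage 15. The order was the opposite for hind limb stage 15 against 14 (-0.171 and 0.0857) and hind limb stage 14 against 13 (-0.0479 and 0.0234). It was also the opposite for the limbs at stage 13 (-0.0135 and 0.00403), so the numbers do not pair libraries alike throughout. Since deviations are taken from the group mean, values for different numbers largely follow from those for the same number. They are no separate comparison. The interaction of stage 15 against 14 with limb went from 0 genes to 2 with the replicate block within each stage and stayed at 0 with the block across stages. Without a block it was also 0 at matched depth and among genes of 1000 bases or more, and the other alternatives were not run for it. The pairing is taken from the labels, which do not state that a number names an animal.

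The fall of comp54170_c0 was past the threshold with each of the other alternatives that gave a value, but not in the 16-library fit (log2 fold change -7.581, adjusted p = 0.2186 in edgeR), with the third stage 14 forelimb library added (-7.447, adjusted p = 0.1865 in edgeR) or without stage 14 replicate 2 (-5.941, adjusted p = 0.2995 in edgeR). Neither named gene has a value under the filter of 10 counts in every library. The rise of comp38070_c0 passed throughout.

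Spearman coefficients within ES, within LS and between the stages became 0.985, 0.9779 and 0.9687 with expected counts, 0.9478, 0.9083 and 0.9045 as Pearson coefficients, and 0.9864, 0.9778 and 0.9561 over genes of 1000 bases or more. Expected counts rank short genes low, and the last setting leaves them out, so noise in short genes could explain the lower coefficients from FPKM. The order within ES, within LS, between stages stayed the same when the mean between stages was used. The highest Pearson coefficient between stages, 0.9147, lay above the one within LS. At stage 14 the limb contrast changed sign, from -0.004356 to 0.003116 over genes of 1000 bases or more, and ranged from -0.02667 to 0.03115 with each library left out (exact permutation p of at least 0.2 for each positive value, where the smallest possible p is 0.1).

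With a mean FPKM of at least 10, the CoV between libraries fell to 0.1558 in stage 13 forelimbs and to 0.1143 in stage 13 hind limbs. It ran from 0.1195 to 0.2775 in stage 13 forelimbs with each library left out. With default columns in the denominator, the S1 Table shares fell to 39.56% for AER-Fgf's, 30.22% for Grem1 and 60% for Repressor X in the LSN, because default cells never carry an asterisk. ES and LS had 2 forelimb libraries each, the shallowest with 16243535 counts. That comparison was sensitive to the filter on low counts (1550 changed genes with the filter, 2502 without). Dropping the filter also changed results of genes tested both ways. For comp54170_c0 the adjusted p from edgeR's quasi-likelihood test went from 0.03532 to 2.695e-06. The rise therefore cannot be put down to genes with few counts alone. The counts between limbs moved too. Dropping the filter changed little in hind limb stage 15 against 14 (761 to 778). It also changed little in stage 14 against 13, for the forelimb (444 to 430) and the hind limb (1596 to 1753).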

Differences from the paper's values

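The paper gives 57349 gene isoforms as the reference used by RSEM for the bat, while the tables assign 88930 isoforms to 27026 genes. The paper's own number of sequences kept after the SwissProt filter is 88930, the same as the number of isoforms in the tables. None of the alternatives set before the files arrived bears on this number of isoforms. Some LSN shares counted from S1 Table also differ from the paper's percentages. They are 75% against 73% for Repressor X, 51.4% against 53% for AER-Fgf's and 41.4% against 39% for Grem1. The paper's values lie inside the Wilson intervals, which only describe the number of cells. The other shares were closer to the paper's values. All these shares include the varied gene's own level, which the paper's wording leaves out. Shares without it were not computed, so closeness does not show that the paper's stated quantity was recovered.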

Other observations

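The mean Spearman coefficient of each bat library with the other 15 libraries ranged from 0.756 in forelimb stage 13 replicate 3 to 0.870 in hind limb stage 14 replicate 2, a range of 0.114. With all libraries thinned to the lowest total the range was 0.1148, so depth did not account for it. Without the 100 genes with the most counts the range was 0.1157. A rank coefficient over all genes can hardly move when 100 are left out, so this cannot decide whether a few abundant genes matter. Among the 12 libraries labelled with a stage number the range was 0.08928. Libraries of stage 13 resembled each other no more than they resembled the others, with mean coefficients that differed by -0.01268. Over genes of 1000 bases or more the range was 0.03615, so short assembled genes are a candidate explanation. Up to 326 genes were found in 1 library only, and reads from another source in some libraries cannot be told apart from this pattern, since the files hold no reads. The predictions for depth and for abundant genes were made before their values were seen and the others after. No biological explanation apart from stage was tested.

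The Spearman coefficient within LS (0.883) was below that within ES (0.915). The coefficient within ES stayed above that within LS by 0.03011 at matched depth. Over genes of 1000 bases or more it stayed above by only 0.008567 (0.9864 against 0.9778). Short assembled genes are therefore a candidate explanation for much of the size of the gap, though not for its direction. The lowest coefficient of the 3 pairs of stage 14 forelimb libraries was 0.8855, below the coefficient of 0.889 within LS over the same genes, so by the prediction, which was made after the coefficients were seen, spread between libraries of one stage is a candidate explanation. That lowest pair joins an ES library to the library labelled with a stage number, and the pair with the same wording had 0.919, so the test cannot tell that spread from the label wording batch.

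The median share of comp91948_c0 in the FPKM of a library was 16.8%, against 0.01534% of the expected counts, which is consistent with an effective length near 0. This explanation was written after the shares were seen.

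The CoV between bat libraries in forelimbs was 0.213 at stage 13, 0.119 at stage 14 and 0.139 at stage 15. In hind limbs it was 0.175, 0.181 and 0.111 in the same order. Each value rests on 3 pairs at stages 13 and 14 and on 1 pair at stage 15. The labels do not state that a library came from a single animal. The pooled SD of pairwise values was 0.0439. The highest value over the lowest was 1.924, and it was 1.864 at matched depth and 1.676 over genes of 1000 bases or more, so neither depth nor short genes removed the difference. The stage 13 forelimb value fell to 0.1195 without replicate 3, so the highest value may rest on that library. The paper's CoV comes from qPCR in another design, and no test compared stages. As medians of pairwise values, the CoV values here also run below SD over mean by construction.

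Limb contrasts in the Spearman coefficient, taken as the mean within limbs minus the mean between limbs, were 0.0307 at stage 13 (exact permutation p = 0.2), -0.00436 at stage 14 (exact permutation p = 0.7) and 0.00314 at stage 15 (exact permutation p = 0.333). The smallest p possible was 0.1 at stages 13 and 14 and 0.333 at stage 15, so none could pass 0.05.

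Of the 14576 genes in the fits of stage 15 against 14 in both limbs, 489 passed the threshold in both and all 489 changed in the same direction. The log2 fold changes correlated across genes with a Spearman coefficient of 0.609, where genes are not independent replicates.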
